# Combined toll-like receptor 3/7/9 deficiency on host cells results in T-cell-dependent control of tumour growth

**DOI:** 10.1038/ncomms14600

**Published:** 2017-03-16

**Authors:** Johanna C. Klein, Katrin Moses, Gennadiy Zelinskyy, Simon Sody, Jan Buer, Stephan Lang, Iris Helfrich, Ulf Dittmer, Carsten J. Kirschning, Sven Brandau

## Abstract

Toll-like receptors (TLRs) are located either on the cell surface or intracellularly in endosomes and their activation normally contributes to the induction of protective immune responses. However, in cancer their activation by endogenous ligands can modulate tumour progression. It is currently unknown how endosomal TLRs regulate endogenous anti-tumour immunity. Here we show that TLR3, 7 and 9 deficiencies on host cells, after initial tumour growth, result in complete tumour regression and induction of anti-tumour immunity. Tumour regression requires the combined absence of all three receptors, is dependent on both CD4 and CD8 T cells and protects the mice from subsequent tumour challenge. While tumours in control mice are infiltrated by higher numbers of regulatory T cells, tumour regression in TLR-deficient mice is paralleled by altered vascular structure and strongly induced influx of cytotoxic and cytokine-producing effector T cells. Thus, endosomal TLRs may represent a molecular link between the inflamed tumour cell phenotype, anti-tumour immunity and the regulation of T-cell activation.

## Abstract (web summary)

Activation of Toll-like receptor (TLR) is generally associated with increased immune activity. Here, the authors show, using syngeneic mouse models, that combined deficiency of TLR 3/7/9 in the host induces an inflamed tumour phenotype and results in T cell dependent tumour regression after an initial growth.

Toll-like receptors (TLRs) are a conserved family of receptors, well recognized for their ability to respond to pathogenic structures, also known as pathogen-associated molecular patterns^1^. TLRs are located either on the cell surface or intracellularly in endosomes. Although surface TLRs such as TLR2 and TLR4 primarily recognize bacterial proteins, endosomal TLRs primarily detect viral and bacterial nucleic acids^2^. Triggering of TLRs initiates a complex intracellular signalling cascade in activated cells. Among others, MyD88 and TRIF are major adaptor molecules in this cascade. In the immune system, TLR ligation results in the activation of myeloid cells and subsequent induction of anti-pathogenic immunity^3^. In this context, the activation of myeloid immune cells via TLRs represents a link between innate and adaptive immunity^4^.

This immunostimulatory potential of TLR ligation has been used to develop cancer immunotherapies based on synthetic or natural TLR ligands. Examples for both therapeutic ligands of membrane bound as well as endosomal TLRs exist. Compounds targeting endosomal TLRs and mimicking viral and bacterial RNA and DNA have attracted a somewhat broader interest. Examples include the use of imiquimod and CpG, ligands for the endosomal TLRs 7 and 9. Imiquimod is a short synthetic RNA and is clinically used to treat actinic keratosis, external genital warts and superficial basal cell carcinoma^5^. CpG, through binding to TLR9, has strong adjuvant activity and has been applied in numerous clinical trials in the treatment of allergy, cancer and infectious diseases^6^.

In the context of these therapeutic applications the expression of TLRs on tumour cells and the consequences of TLR activation on cancer cells have received increasing attention. Studies in this area quickly revealed the dichotomous nature of tumour cell stimulation with TLR ligands. On the one hand, triggering of TLRs has been reported to induce cell death in tumour cells^7^,^8^. This cell death may be anti-tumoural in two ways: First, as a direct consequence, the number of tumour cells is reduced. Second, via a process termed ‘immunogenic cell death', additional activation of anti-tumour immunity may occur^9^,^10^. However, some evidence suggests that this type of immunogenic cell death may rather be associated with the effects of TLR ligands on RIG-I-like helicases^11^, another class of pattern recognition receptors responsive to synthetic and pathogenic nucleic acids. Conversely, under certain conditions, TLR ligands may also elicit anti-apoptotic effects^12^, which can even be associated with additional escape from cytolysis by immune cells^13^.

Although the effects on cancer (and epithelial) cells are fairly well understood, the consequences of TLR signalling in fibroblasts and mesenchymal cells remain poorly described. Some studies suggest tumour-promoting effects of TLR expression on cancer-associated fibroblasts. For example, TLR4 expression by stromal fibroblasts in colorectal cancer was associated with poor prognosis^14^ and overexpression of TLR3 in fibroblasts results in upregulation of the oncoprotein c-Myc^15^. Other studies showed that high TLR9 messenger RNA expression on fibroblast-like cells in breast or oesophageal squamous cell carcinoma was associated with reduced metastasis and invasion^16^,^17^.

In addition to foreign pathogenic structures, the TLRs also recognize non-foreign structures commonly referred to as damage-associated molecular pattern molecules (DAMPs). DAMPs are self-proteins of the host, which are released during pathogenic conditions such as chronic inflammation, autoimmune diseases, sepsis and cancer^18^.

In cancer, DAMPs are released as a consequence of continued cancer-related inflammation, tissue destruction and cell death^19^. The release of the nuclear DNA-binding molecule high-mobility group box 1 (HMGB1) by dying tumour cells activates TLR2 and TLR4 on DCs, resulting in an efficient processing and cross-presentation of tumour antigens and tumour regression^20^,^21^. Similarly, members of the S100 family are released during cellular stress and cancer. In immune cells, this leads to TLR4-dependent release of pro-inflammatory cytokines and receptor for advanced glycation endproducts (RAGE)-dependent migration^22^. In addition, histones, if translocated from the nucleus to the extracellular space, function as DAMPs^23^ and increased levels of circulating histones were found, for example, in serum of pancreatic cancer patients^24^. Likewise, nucleic acid fragments released from necrotic cancer cells or adjacent injured epithelial cells can act as DAMPs^25^,^26^.

Thus, despite some uncertainties, the continued triggering of TLRs by endogenous ligands is mainly associated with tumour-promoting effects^27^. These effects are mostly linked to TLR2 and TLR4. The role for the endosomal TLRs such as TLR3, 7 and 9 is less clear and is investigated in this study. We use syngeneic wild-type (WT) transplantable tumour cells and TLR-deficient recipient mice, to specifically address the role of TLR expression on host cells. During the first 7–10 days, tumour growth is virtually identical in WT and Tlr3/7/9-deficient mice. Unexpectedly, post day 10 a clear tumour rejection is observed in *Tlr* triple knockout (KO) mice. This phase is associated with a dramatic local inflammatory reaction and substantial changes in the tumour microenvironment, ultimately enabling an unexpected T-cell-dependent complete tumour rejection. In sum, our data suggest that TLR signalling may provide a molecular link between tumour-associated inflammation and anti-tumour immunity.

## Results

### Tumour rejection in the absence of TLR signalling

To investigate the role of the endosomal TLRs 3, 7 and 9 on tumour growth, a murine head and neck cancer cell line (murine oropharyngeal carcinoma cell, MOPC) was injected into single KO, double KO and *Tlr3/7/9* triple KO mice (Fig. 1a and Supplementary Fig. 1). In the majority of TLR-deficient and WT control mice, a palpable tumour developed within 1 week. Data from single KO mice were comparable to WT mice and thus were not presented in the figures. Unexpectedly, at later points in time, tumours declined in size in *Tlr3/7/9* triple KO, but not single or double KO mice, and fully disappeared between day 14 and day 30 (Fig. 1a and Supplementary Fig. 1). In contrast, only one out of six *Tlr3/9*^*−/−*^ mice could reject the tumour and only two single KO mice did not develop a tumour after 3–4 weeks. Histologic analysis of tumour sections, taken from WT and *Tlr3/7/9*^*−/−*^ mice at different time points during the initial growth and the later rejection phase, confirmed tumour regression (Fig. 1b). To exclude cell line-specific effects, two additional syngeneic tumour cell lines (TC1, MB49) were injected into *Tlr* triple KO mice. Cell numbers for the inoculum were determined according to titration experiments performed in WT mice. Again, all TLR3/7/9-deficient mice and WT mice developed tumours during the initial 1–2 weeks post injection (depending on the cell line used), but only *Tlr* triple KO mice rejected tumours within 40 days (Supplementary Fig. 2).

To test whether tumour regression is caused by tumour cell death, we performed TdT-mediated dUTP nick end labelling (TUNEL) staining on tissue sections. Although only little cell death could be detected in both WT and *Tlr*^*−/−*^ mice during the first week of tumour growth, a dramatic increase in TUNEL-positive cells was observed in TLR-deficient mice at day 10 and day 14 (Fig. 1c,d), suggesting substantial tumour cell death during regression.

Tumour growth may be influenced by the local tissue microenvironment. To explore whether this phenomenon is limited to the subcutaneous (s.c.) injection site, we next extended our analysis to an orthotopic model recently developed by our group^28^. In this model, the tumour cells are injected into the floor of the mouth and the weight of the mice is recorded as a measure of tumour growth. WT and *Tlr*^*−/−*^ mice started to lose weight during the initial growth phase as a consequence of impaired food uptake. Around day 10, analogous to the s.c. model, *Tlr*^*−/−*^ mice started to recover to normal body weight. In contrast, WT mice showed progressive tumour growth and were killed according to animal welfare regulations (Fig. 1e). These data indicate that the mechanism of tumour rejection is not limited to the s.c. site, but rather maintained at the orthotopic site.

### Immune and non-immune cells are involved in tumour rejection

The stromal tumour microenvironment consists of immune cells and non-immune stromal cells. Although immune cells are of haematopoietic origin, the remaining stromal cells are largely non-haematopoietic and contain vessels and mesenchymal fibroblastoid cells. We performed classical bone marrow chimera experiments, to test whether tumour rejection is mediated via TLR deficiency on haematopoietic or non-haematopoietic cells. As depicted in Fig. 2a, tumour rejection only occurred in irradiated *Tlr*^*−/−*^ mice, which received *Tlr*^*−/−*^ bone marrow (BM; designated KO control). Both chimera types (WT BM into KO host and KO BM into WT host) were permissive for tumour outgrowth, suggesting that TLR deficiency on both haematopoietic and non-haematopoietic stromal cells is required for complete tumour rejection. When we quantified tumour growth by caliper measurements on day 30 of the experiment (Fig. 2b), we found an expected great variance in tumour size between individual animals. No or very small tumours could be measured in KO control mice, whereas tumours were clearly measurable in WT control and in both types of chimera. These data suggest that cooperative activity of both haematopoietic and non-haematopoietic, radioresistant TLR-deficient stromal cells is required for tumour rejection.

Blood vessels are a major component of the non-haematopoietic stromal tumour microenvironment. When we analysed the vessel composition by CD31 immunohistochemistry between day 6 and 14, we found substantial differences between WT and *Tlr*^*−/−*^ mice. At day 10 and 14, gross microscopic inspection (Fig. 3a) already suggested a considerable increase in vessel diameter in *Tlr*^*−/−*^ mice. This increase was then confirmed and quantified using digital image analysis showing a twofold increase in vessel diameter in the *Tlr*^*−/−*^ group compared with WT mice (Fig. 3b). During the regression phase (days 10 and 14), the enhanced vessel diameter was accompanied by a decrease in the number of vessels per microscopic field (Fig. 3c). However, on day 6, before the regression phase, no differences in vessel diameter and density were observed. To substantiate these findings from two-dimensional immunohistochemical analysis, we used light sheet microscopy and three-dimensional (3D) analysis (Fig. 3d and Supplementary Movies 1 and 2). Tumours in WT mice showed a typical pro-angiogenic dense microvascular network, which was distributed through the entire tumour. Interestingly, during the rejection phase (day 10), tumours in *Tlr*^*−/−*^ mice were more heterogeneously vascularized and large tumour areas appeared to be devoid of a typical tumour-associated vascular network (Fig. 3d, lower panels). To examine whether endothelial cell death could be involved in this phenomenon, we combined CD31 staining with caspase staining. Most endothelial cells were negative for caspase in tumours of WT and *Tlr3/7/9*^*−/−*^ mice, making substantial endothelial caspase-mediated cell death during tumour rejection unlikely (Fig. 3e). We next analysed the vascular maturation level in both tumour types by using the established pericyte markers desmin and α-smooth muscle actin^29^. In accordance with the enhanced vascular diameter found in *Tlr*^*−/−*^ mice, at day 14 intratumoural microvessels of *Tlr*^*−/−*^ mice displayed a mature vascular network with strong recruitment of desmin-positive mural cells and indicative of vessel normalization. In contrast, total loss or partial lack of pericyte coverage was observed in tumours of WT mice (Fig. 3f). Quantification of vessel maturation indicated no difference at day 10 (WT 52 % Desmin^+^ vessels; *Tlr*^*−/−*^ 59% Desmin^+^ vessels), but a clear difference became apparent at day 14 (WT 36 % versus *Tlr*^*−/−*^ 91 %) (Fig. 3g). These data establish that the tumour regression in *Tlr*^*−/−*^ mice is accompanied by vessel normalization, whereas tumour growth in WT mice is associated with a typical tumour-associated pro-angiogenic vessel phenotype.

### Inflamed tumour cell phenotype in TLR-deficient mice

Based on these findings, we speculated that differences in the microvascular endothelium could be further associated with a differential infiltration of the tumours by immune cells. We found that tumours in WT mice were moderately infiltrated by immune cells (Fig. 4a,b). *Tlr*^*−/−*^ mice showed a similar moderate infiltration until day 6 post injection. Post day 6, however, there was a dramatic increase in the number of tumour-associated leukocytes in *Tlr*^*−/−*^ mice. This strongly induced immune infiltrate was composed of both myeloid (CD11b, Gr-1) and lymphoid (CD4, CD8) cells. Interestingly, this change in tumour infiltration was not accompanied by changes in the composition of peripheral blood immune cell subsets (Supplementary Fig. 3a). To test whether the inflammatory growth of tumours in *Tlr*^*−/−*^ mice was indeed caused by enhanced and active migration of immune cells into the tumour tissue, we performed adoptive transfer experiments. To this end, tumour-bearing WT and *Tlr*^*−/−*^ recipient mice were injected with fluorescently labelled splenocytes derived from tumour-bearing donor mice (both WT and *Tlr*^*−/−*^). One day later, tumours were explanted, cleared and subjected to 3D light sheet microscopy. As shown in Supplementary Fig. 3b, a substantial number of tumour-infiltrating splenocytes was only detectable in *Tlr*^*−/−*^ mice, which received adoptively transferred cells from TLR-deficient mice. These data, in agreement with the BM chimera experiment (Fig. 2), suggest that cooperative mechanisms between non-haematopoietic stroma and immune cells are responsible for the inflammatory immune cell recruitment in TLR-deficient mice.

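Gene expression in MOPC tumours was measured on Affymetrix arrays with 45101 probe sets each, in 2 tumours from WT and 2 tumours from Tlr3/7/9−/− (KO) mice at day 6 after the subcutaneous injection of MOPC cells, a mouse oropharyngeal carcinoma line. The genotype is that of the host mouse, not of the injected tumour cells. Tlr7, the receptor for single-stranded RNA, had a signal of 468.7 ± 3.68 (SD, n = 2) in WT and 45.5 ± 49.0 (SD, n = 2) in KO tumours on its brightest probe set, a log2 fold change of −3.26 (standard error 0.61, adjusted p = 0.704 from limma). Without KO day 6 replicate 1 the log2 fold change of Tlr7 was −4.18 and passed limma's test (adjusted p = 0.0417), and with the mean of all its probe sets it was −0.96. Tlr3, the receptor for double-stranded RNA, had a log2 fold change of −1.05 (standard error 0.27, adjusted p = 0.713 from limma). Of the 22 tested genes of Toll-like receptors and their adaptors, 0 passed limma's test over all genes with all arrays. Adjusted over the list alone, 2 of them, Tlr7 and Tlr3, were lower. Tlr9, the receptor for CpG DNA, was not lower in KO tumours (log2 ratio 1.18, below the expression filter), and neither were the other 2 probe sets of Tlr7. A probe set outside the deleted part of a gene does not test the genotype.
The deposited values are signal intensities on a linear scale, made by the authors with the MAS5 algorithm and scaled so that the 2% trimmed mean of every array was 1000. The median signal of an array lay between 133.2 and 175.2, and the Spearman correlation between the 2 arrays of a group between 0.968 and 0.988. The deposited data also hold 2 WT and 2 KO tumours of day 4, which share the estimate of the spread with those of day 6. The paper gives 250 ng of RNA per array and the sample labels give 200 ng. Here log2(signal + 16) was compared with limma, with 1 probe set per gene, and 12976 genes whose mean signal reached the 40th percentile of all probe sets were tested. Fold changes on this scale understate the change of genes with a low signal. The number of arrays limits the precision, and p-values measure the spread between the 2 samples of a group. The paper gives 4 mice for the 4 tumours of day 6. For day 4 the sources do not say whether the samples of a group came from separate mice, and their spread need not be one between mice. Genes, gene lists and settings were fixed before the data were examined, unless stated otherwise.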

In an attempt to better understand this inflammatory activity in tumours of *Tlr*^*−/−*^ mice, we performed a pilot experiment (four mice, day 6) and analysed gene expression in tumour tissue using RNA microarrays. 

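At day 6, Il24 showed the largest log2 fold change between KO and WT tumours among the 10 cytokine genes of Fig. 4c. Il24 encodes a cytokine of the IL-20 family that acts on epithelial cells. Its signal was 1316 ± 452 (SD, n = 2 tumours) in KO and 119 ± 21.3 (SD, n = 2) in WT tumours, a log2 fold change of 3.27 (standard error 0.42). Il6, which encodes a cytokine of acute inflammation, had a signal of 1712 ± 583 in KO and 773 ± 103 in WT tumours, a log2 fold change of 1.09 (standard error 0.27). Ifng, the cytokine gene of T cells and natural killer (NK) cells, had a signal of 287 ± 154 in KO and 142 ± 50.2 in WT tumours, a log2 fold change of 0.88 (standard error 0.51). Both KO tumours had higher signals of Il24, Il6 and Ifng than both WT tumours, for Ifng by a margin of 177.8 against 177.5 (exact permutation test, two-sided, p = 0.333 for each, the smallest p that 2 tumours against 2 allow).
Over all genes, limma gave an adjusted p = 0.171 for Il24, adjusted p = 0.711 for Il6 and adjusted p = 0.858 for Ifng, which lay below the expression filter and was fitted with all genes. Adjusted over the list alone, the 10 cytokines gave adjusted p = 0.000396 for Il24, 0.0153 for Il6 and 0.176 for Ifng from limma, so that 2 of them passed. The list is that of Fig. 4c, which shows these same tumours, so this count is not independent evidence of the direction. Of the other 7 cytokines, 0 passed limma's test and 2, Tnf and Il12b, had an unadjusted p under 0.05, with log2 fold changes of −0.95 and −0.84. Il12b was the 1 cytokine of these that passed the methods' t-test without adjustment. Cxcl1 (KC), which attracts neutrophils, had a log2 fold change of 1.27 (standard error 0.60), and Il10, Il2 and Il17a had 0.85, 0.46 and 0.25. Il12a had −0.57. Leaving out an array of day 6 gave 0.60 to 1.93 for Cxcl1, 0.31 to 1.40 for Il10, 0.26 to 0.65 for Il2, −0.25 to 0.76 for Il17a, −1.59 to 0.46 for Il12a and −1.43 to −0.47 for Tnf. Without WT day 4 replicate 1 or replicate 2, Il24 passed limma's test with adjusted p = 0.0177 and 0.0170, and the highest adjusted p of any alternative was 0.912, without WT day 6 replicate 2. Without KO day 6 replicate 1 the log2 fold change of Ifng was 0.33, and without replicate 2 it was 1.42.

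**Figure D1:**
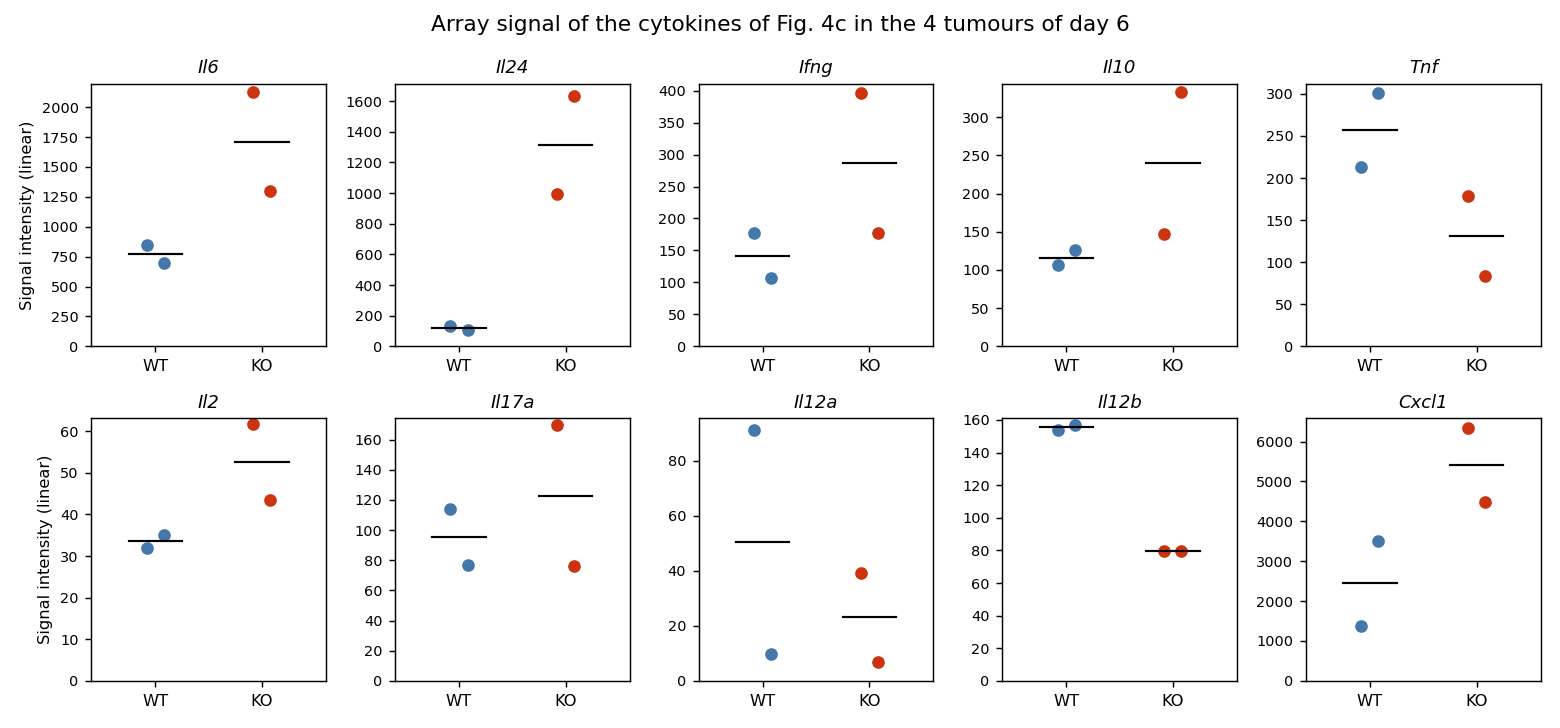
Signal intensity (linear scale) of the 10 cytokine genes of Fig. 4c in the tumours of day 6, with a point for each tumour (blue, WT; red, KO) and a line at the mean of the 2 tumours. The KO tumours lie at 996.5 and 1636 for Il24 and the WT tumours at 133.8 and 103.7.

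Genes induced by IFN-γ were higher in KO tumours as a group. Of 24 tested genes of the IFN-γ response (27 with no filter), 23 had a positive log2 fold change, with a median of 0.80. The list passed camera, limma's gene set test (adjusted p = 8.92e-13). With an estimated correlation between the genes the adjusted p was 0.482, and 0 of the 44 lists passed. Of the 24 genes, 0 passed limma's test over all genes and 1, Socs1, was higher when adjusted over the list alone. The GTPase genes Igtp and Gbp2 had log2 fold changes of 1.24 and 1.07, and Socs1, an inhibitor of cytokine signalling, had 1.19. Without KO day 6 replicate 1 Igtp had 0.39 and Gbp2 0.51, and without replicate 2 they had 2.08 and 1.62. The median of the list was 0.20 without KO day 6 replicate 1 and 1.29 without replicate 2. Genes of the complement system were lower, with 11 of 13 negative and a median of −0.57 (camera, adjusted p = 8.03e-07, adjusted p = 0.482 with an estimated correlation). Of these, 0 passed over all genes and 6 were lower when adjusted over the list alone, among them Serping1 (−0.66), an inhibitor of complement, and C5ar1 (−0.64), the receptor for C5a. The median was −0.33 without KO day 6 replicate 2, and C5ar1 had −0.9975 without KO day 6 replicate 1 and −0.29 without replicate 2.
Among cell type lists, the cytotoxic lymphocyte and NK cell genes had a median of −0.65, with 14 of 15 negative (camera, adjusted p = 1.50e-05, adjusted p = 0.482 with an estimated correlation), and 0 passed singly over all genes or when adjusted over the list alone. Klrd1, an NK cell receptor, and the chemokine gene Ccl5 had −0.95 and −0.94, while Gzmb, which encodes granzyme B, had 0.00. The median was −0.30 without KO day 6 replicate 2. The 18 macrophage genes had a median of −0.32 (camera, adjusted p = 0.00107, adjusted p = 0.485 with an estimated correlation). Of them, 0 passed over all genes, and adjusted over the list alone 7 were lower and 2 were higher. Apoe, a lipid carrier of macrophages, and Adgre1 (F4/80) had log2 fold changes of −0.87 and −0.61. The 16 dendritic cell genes had a median of −0.29 (camera, adjusted p = 0.00041, adjusted p = 0.521 with an estimated correlation), and this list passed neither without WT day 6 replicate 1 (adjusted p = 0.0624) nor without KO day 6 replicate 2 (adjusted p = 0.072), while its median was −0.57 without WT day 6 replicate 2 or KO day 6 replicate 1. Over all its alternatives the adjusted p of this list ran from 8.94e-07 to 0.578. The 13 T cell genes had a median of 0.02 (camera, adjusted p = 0.764). The 17 neutrophil genes were higher, with a median of 0.43 (camera, adjusted p = 0.0235), but did not pass with an estimated correlation. Their call was lost under 6 of 21 alternatives, and the median was 0.31 without KO day 6 replicate 1.
Genes of the IL-20 family and epithelial wound response had a median of 0.48, with 15 of 19 positive (camera, adjusted p = 0.000895, adjusted p = 0.482 with an estimated correlation), and 0.21 without KO day 6 replicate 2. Of these, 0 passed over all genes, and adjusted over the list alone 2 were higher and 1 was lower. KO day 6 replicate 2 also held skin and muscle transcripts. Its Krt10 signal, a keratin of the upper skin layers, was 9762, against 512.6 to 558.8 in the other 3 tumours, and its signal of Acta1, the actin of skeletal muscle, was 22022, against 336.4 to 559.7. The list of the cornified layer had a median log2 fold change of 1.48, and −0.09 without this tumour and 2.83 without KO day 6 replicate 1.

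**Figure D2:**
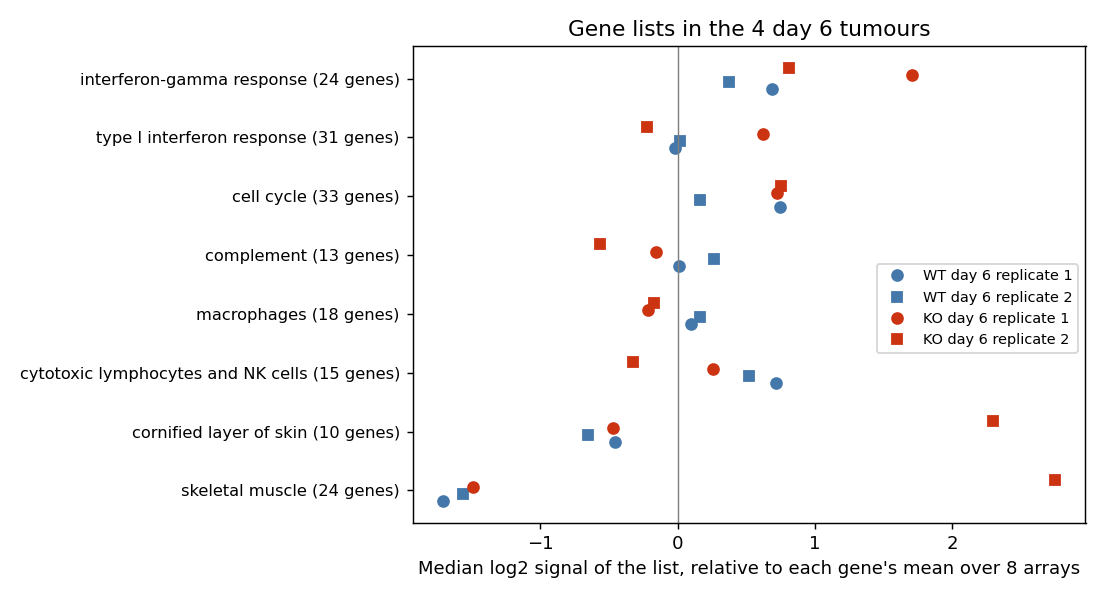
Median log2 signal of 8 gene lists in each tumour of day 6, relative to the mean of each gene over the 8 arrays (blue, WT; red, KO; circles, replicate 1; squares, replicate 2). The IFN-γ response lies at 1.70 and 0.81 in the KO tumours and at 0.69 and 0.37 in the WT tumours, and skin and muscle stand out in KO replicate 2.

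Over all 12976 genes, 2 passed limma's test at day 6, 1 higher and 1 lower in KO tumours. Hal, which encodes histidine ammonia-lyase, had a log2 fold change of 4.45 (standard error 0.42) and Cd209a, a lectin gene of dendritic cells, −4.26 (standard error 0.40), both with adjusted p = 0.0228 from limma. At an unadjusted p under 0.05 there were 304 higher and 520 lower genes, where chance gives 649. Ccl24, a chemokine gene for eosinophils, had a log2 fold change of 2.54 (adjusted p = 0.326). Without WT day 6 replicate 1 or 2, KO day 6 replicate 2 or either KO array of day 4, 0 genes passed, and there were 26 without KO day 6 replicate 1 and 7 without either WT array of day 4. The KO tumour left without KO day 6 replicate 1 is the one that held skin transcripts. Keratin genes were among the genes called there, such as Krt10 and Krt16, with log2 fold changes of 4.10 and 3.87. From the signals of the cytokine genes the paper proposes an induction of IL-6, IL-24 and IFN-γ.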

Evaluation of cytokine gene expression suggested an induction of interleukin (IL)-6, IL-24 and interferon (IFN)-γ in KO over WT animals (Fig. 4c). These candidate genes were then further investigated in a time course and on the protein level (Fig. 4d,e). In agreement with the previous findings, induction of IL-6 and IL-24 started between day 4 and day 6, and was followed by induction of IFN-γ. Release of IFN-γ and IL-6 was also confirmed on the protein level using a model of *ex vivo* cultured tumour explants (Fig. 4e). Induction of IL-24 seemed to be restricted to the RNA level and was not confirmed by enzyme-linked immunosorbent assay (ELISA) analysis of tumour explant supernatants (SNs).

### T-cell-dependent tumour rejection in TLR-deficient mice

In the next series of experiments, we explored the activation state, phenotype and functionality of T cells in WT versus *Tlr*^*−/−*^ mice. Proliferative activity of both CD4 and CD8 T cells from tumour-draining lymph nodes was higher in TLR-deficient mice compared with WT controls (Fig. 5a). In tumours, >40% of CD4 cells in TLR-deficient mice displayed an activated phenotype, defined as CD62L^−^/CD154^+^ (Fig. 5b). Similarly, the percentage of cytotoxic CD8 T cells (positive for granzyme B, CD107a or perforin) was strongly induced in TLR-deficient mice over WT mice (Fig. 5b and Supplementary Fig. 3d). In line with these findings, a substantial number of CD4 and CD8 cells from tumours of *TLR*^*−/−*^, but not from WT mice, also secreted IFN-γ and tumour necrosis factor (TNF)-α in response to short-term *ex vivo* stimulation (Fig. 5c). In addition to activation markers and cytotoxic molecules, we also tested the expression of exhaustion markers and the frequency of intratumoural regulatory T cells. Although potential markers of exhaustion such as PD-1, LAG3 and Tim3 were not differentially expressed between both mouse strains, the percentage of FoxP3+ regulatory T cells was increased in WT mice over KO mice at day 10 (Supplementary Fig. 3c).

In conjunction, these data suggest increased proliferative activity in tumour-draining lymph nodes and increased effector T-cell activity in the tumour microenvironment of TLR-deficient mice. Interestingly, these differences were observed on day 10, but not on day 6, and thus coincide with the macroscopic rejection of the tumour.

The strong influx of T cells together with the major induction of IFN-γ and cytotoxic molecules in *Tlr*^*−/−*^ mice prompted us to test the relevance of CD4 and CD8 cells for tumour rejection in depletion experiments. We also considered that potential anti-tumour T cells might be under the control of CD11b^+^/Gr-1^+^ regulatory myeloid cells and included Gr-1 depletion into our experimental design. In WT mice, tumour growth in isotype control-treated, CD4-depeleted and CD8-depleted mice did not differ dramatically. However, slightly and statistically significant (*P⩽0.05 and ** *P*⩽0.005, *t*-test), accelerated tumour growth was noted especially in CD4-depleted animals (Fig. 6a). In stark contrast, depletion of both T-cell subsets in *Tlr*^*−/−*^ mice converted tumour rejection into progression with tumour growth curves resembling TLR-competent WT control mice. These data clearly establish that tumour rejection in the absence of TLR3/7/9 depends on the activity of both CD4 and CD8 T cells. Myeloid cells instead do not alter tumour rejection, as *Tlr*^*−/−*^ rejected tumours also during Gr-1 depletion in three out of four cases (Fig. 6b).

In the final part of our study, we asked whether the T-cell-dependent tumour rejection results in a classical memory response. To address this point, we performed a re-challenge experiment (Fig. 6c). *Tlr*^*−/−*^ mice were injected with MOPC tumours and allowed to reject the tumour (blue squares in fig. 6c). After rejection, the same number of tumour cells was injected into the opposite flank of the regressor mice (arrow in fig. 6c). At this time point, naive WT and additional TLR-deficient mice were also injected with tumour cells (arrow) and served as controls. As expected, WT mice showed progressive tumour growth (black circles), whereas tumour-naive TLR-deficient mice (grey triangles) showed tumour rejection ∼10 days after tumour cell injection. No tumour growth could be observed in TLR-deficient mice, which previously rejected the tumour (blue squares), demonstrating the induction of an anti-tumour memory response. Collectively, our experiments reveal an unexpected capacity of TLR3/7/9-deficient mice to induce protective T-cell-dependent immunity, which is associated with substantial changes in the tumour microenvironment, T-cell activation and tumour regression.

## Discussion

TLRs are important sensors of pathogen-associated molecular patterns and help to protect the host from foreign intruders. Engagement of TLRs links innate with adaptive immunity and results in the induction of protective immunity. This principle has subsequently been used and exploited therapeutically, making TLR agonists important components in today's cancer immunotherapy. Conversely, and somewhat counterintuitive, the triggering of TLRs by endogenous ligands in some cases does not result in anti-tumour immunity but rather contributes to tumour progression. This can be explained by the fact that in these cases TLR activation is a continuous and chronic process, which is induced by either tumour-inducing pathogens^30^,^31^ or by endogenous TLR ligands released during cancer-related inflammation^32^. More recently, the interconnection of the so-called microbiome with endogenous and therapy-induced anti-tumour immune responses has increasingly gained attention^33^. In a pioneering paper using murine melanoma models, Sivan *et al*.^34^ identified distinct commensal microbiota, which were associated with improved endogenous anti-tumour immunity and synergized with checkpoint-blockade immunotherapy. In a model of therapy-induced anti-tumour immunity, the interaction of commensal microbiota and myeloid cells influenced response to immuno- and chemotherapy^35^. All in all, these data highlight the complex and highly context-dependent interconnection of TLR signalling and anti-tumour immunity.

Both tumour cells and non-malignant cells of the tumour host can be targets for TLR ligands. It has been described that triggering of TLR responses in tumour cells can lead to the induction of tumour cell death^7^, which, under certain conditions, is associated with induction of anti-tumour immunity by mechanisms referred to as immunogenic or immunostimulatory cell death^10^. Alternatively, activation of TLR on tumour cells can also promote tumour growth by inducing anti-apoptotic mechanisms, immune escape or chemoresistance^8^,^36^.

In this study, we specifically focused on the role of the endosomal TLRs 3, 7 and 9 expressed on non-malignant host cells. To this end, we used transplantable WT tumour cell lines and TLR-deficient host mice. We show that the absence of those TLRs on host cells results in the induction of protective CD8 T-cell-mediated immunity and complete regression of WT tumour cells in multiple tumour models. Tumour regression required the cooperative activity of immune and radioresistant host cells. The anti-tumour immune response was associated with significant alterations in the tumour microenvironment such as vessel normalization, enhanced numbers and strong activation of tumour-infiltrating lymphocytes.

Until today, endogenous triggering of TLRs on host cells has been studied mainly for TLR2 and 4, whereas less is known on the endosomal TLRs 3, 7 and 9. This is partly due to the fact that the endogenous ligands, commonly referred to as DAMPs, for TLR2/4 are by far better characterized than their endosomal nucleic-acid-sensing counterparts. Examples for TLR2/4 DAMPs include HMGB1, histones, syndecans, heat-shock proteins and S100 proteins^37^. Interestingly, effects of TLR2 and TLR4 activation by those endogenous DAMPs seem to be context-dependent as well. In a transplantable model of orthotopic head and neck cancer in C3H mice, the absence of TLR4 on host cells resulted in accelerated tumour growth^28^. In the context of chemo- or radiotherapy, the expression of TLR4 and activation of MyD88 mainly on dendritic cells were crucial for efficient induction of anti-tumour immunity^20^. Conversely, in models of melanoma and bladder cancer, TLR4 signalling, supposedly via tumour-derived heat-shock proteins and tumour-associated macrophages, accelerated the growth of lung metastases^38^. Similarly, tumour-derived versican has been proposed as a driver of metastasis by promoting the pro-metastatic activity of myeloid cells via TLR2 (ref. 39). In contrast, the activation of TLR2 by HMGB1 during brain tumour therapy was reported to contribute to anti-tumour immunity via activation of dendritic cells^21^.

Unfortunately, and in contrast to TLR2/4, the endogenous ligands for TLR3/7/9 remain largely enigmatic. Some studies suggest that (mitochondrial) DNA, mostly in the context of severe injury and sepsis, could be implicated in pathological activation primarily of TLR9 (ref. 37). In addition, HMGB1 has been suggested as a DAMP for TLR9 (ref. 40), although it is difficult to determine whether HMGB1 or associated DNA is the recognized molecular structure^40^,^41^. In most of the studies mentioned above, single TLR-KO, mostly for TLR2 and TLR4, have been used and some studies were indeed able to identify a major DAMP, which modulates tumour growth in the models tested. There are two fundamental differences between those studies and ours. At first, in our study single and even double KO mice did not show tumour regression. Regression was only observed in the combined TLR3/7/9 triple KO. This could point to a complex interaction of potential TLR ligands or the simultaneous activity of multiple ligands in our system. Alternatively, compensatory mechanisms of nucleic-acid-sensing TLRs could be in place, which mask the potential phenotype of single TLR-KO mice. Second, and even more importantly, we demonstrate not only quantitative modulation of tumour growth/progression but rather complete regression in the absence of TLR3, 7 and 9. To the best of our knowledge, such an effect on tumour growth in the absence of TLRs has not been demonstrated previously. Thus, our data suggest that a comprehensive deficiency in the endosomal nucleic-acid-sensing system of the host is required and sufficient to induce complete T-cell-mediated tumour regression and induction of protective memory.

We tried to determine whether TLR deficiency on haematopoietic or non-haematopoietic radioresistant host cells was required for induction of tumour regression. Unexpectedly, only the combined deficiency of both compartments resulted in induction of anti-tumour immunity. This was somewhat surprising, as previous papers suggested a predominance of the haematopoietic cells in TLR-dependent modulation of tumour growth. In a key study demonstrating the TLR-dependent pro-tumorigenic activity of haematopoietic cells of the host, Kim *et al*.^39^ identified the inflammatory versican-TLR2-macrophage axis as a driver of metastasis. In a model of wound-induced skin cancer, the absence of TLR5 on leukocytes reduced tumour prevalence in BM chimeras^42^. Similarly, the absence of TLR7 on BM-derived cells reduced carcinogenesis in a pancreatic cancer model^43^. Conversely, implanted prostate cancer cells grew faster in *Tlr3*^*−/−*^ mice, although the relative contribution of BM-derived versus radioresistant cells or immune versus non-immune cells was not assessed in that study^44^.

In our study, tumours in WT mice were mostly non-inflamed, with low numbers of tumour-infiltrating T cells, which showed little activation. In TLR-deficient tumour regressor mice, we observed clear signs of T-cell activation in both lymph nodes and tumours. This activation was accompanied by strongly enhanced numbers of T cells infiltrating tumours from TLR-deficient mice. In addition to T-cell activation itself, T-cell recruitment to the tumour tissue and anti-tumour immunity may also be influenced by vessels and stromal fibroblasts. Although the role of the so-called cancer-associated fibroblasts in tumour progression and modulation of tumour immunity is fairly well established^45^,^46^, the influence of endothelial cells and especially pericytes on effector cell recruitment to the tumour is only beginning to emerge^47^. In an interesting study by Johansson *et al*.^48^ TNF-α and IFN-γ were targeted to the tumour vasculature. Although IFN-γ primarily had anti-vascular pro-apoptotic activity, low-dose TNF-α stabilized the tumour-associated vascular network and enhanced CD8 effector T-cell activity. During the phase of tumour regression, we observed altered vessel structure and increased pericyte coverage, which could indicate a potential role of the altered vasculature in enhanced recruitment of effector T cells into the tumour microenvironment. However, initial experiments performed in this model did not suggest induced vessel activation or altered vascular permeability and leakiness in TLR-deficient mice. Thus, at this stage it remains unclear whether vascular alterations and enhanced T-cell influx are mechanistically linked or represent rather independent parallel events. It is also important to note that changes in vessel structure, T-cell influx, T-cell activation and tumour regression seem to be rather parallel events in this model. All of these were observed around day 10, but were not yet present at day 6 after tumour injection.

In clinical studies and human cancer patients, mostly expression of TLR on tumour cells has been analysed and evaluated for prognostic impact and clinical relevance. Few studies investigated TLR expression on stromal cells. For example, in an observational clinical study, TLR9 on stromal fibroblasts predicted enhanced survival in breast cancer^16^. Similarly, high expression of TLR7 on stromal fibroblasts was associated with good prognosis in oral squamous cell carcinoma (OSCC)^49^. Conversely, expression of TLR4 on stromal fibroblasts was associated with poor prognosis in colorectal cancer^14^. Similar data were reported for hepatocellular carcinoma, where TLR9 expression on tumour-associated fibroblasts was associated with reduced overall survival^50^. Thus, our study is one of the first to experimentally demonstrate a role for radioresistant (stromal) cells in regulation of tumour progression via endosomal TLR signalling.

Collectively, our data uncover a novel function of endosomal nucleic-acid-sensing TLRs for the regulation of anti-tumour immune responses. The combined absence of three TLRs on both BM-derived and radioresistant cells of the tumour host was required for tumour regression. Our data also suggest a previously unknown role for endosomal TLRs in limiting endogenous adaptive and protective T-cell responses in the tumour host.

## Methods

### Animals

All animal experiments were approved by the animal ethics committee of the state of North Rhine-Westphalia and carried out according to German guidelines for experimental animal welfare. Six- to 17-week-old male and female C57BL/6J WT and *Tlr3/7/9*^*−/−*^ were obtained from the animal facility of the University Hospital Essen or from Harlan Winkelmann GmbH (Borchen, Germany) and housed under standard conditions in individually ventilated cage racks. Six- to 12-week-old male and female *Tlr* single and *Tlr* double KO mice were provided by Stefan Bauer, Philipps-University Marburg.

### Tumour cell culture

The murine oropharyngeal cell lines (MOPCs) were kindly provided by J. Lee (Sanford Research/University of South Dakota) and cultured in medium containing DMEM high glucose and Ham's F12 (3:1) (Thermo Fisher Scientific, Karlsruhe, Germany) supplemented with 10 % (v/v) heat-inactivated FCS (Biochrom, Berlin, Germany), 100 IU ml^−1^ penicillin, 100 μg ml^−1^ streptomycin (Thermo Fisher Scientific), epidermal growth factor (5 μg ml^−1^) (Biochrom), insulin (5 μg ml^−1^), transferrin (5 μg ml^−1^), cholera toxin (0.0084 μg ml^−1^), hydrocortisone (0.5 μg ml^−1^) and tri-iodo-thyronine (0.00136 μg ml^−1^) (Sigma-Aldrich, Taufkirchen, Germany)^51^. MOPC^−eGFP^ cells were generated by lentiviral gene transfer using a pCL6IEGwo empty vector^52^ and enriched to >90 % enhanced green fluorescent protein (eGFP) positivity by FACS analysis. The murine lung carcinoma cell line TC1 was kindly provided by Z. Fridlender (Hadassah Medical Center, Israel) and the murine bladder cancer cell line MB49 by K. Esuvaranathan (University of Singapore, Singapore). Both cell lines were cultured in DMEM high glucose supplemented with 10 % (v/v) FCS, 100 IU ml^−1^ penicillin, 100 μg ml^−1^ streptomycin and 1 mM sodium pyruvate (Thermo Fisher Scientific). All cells were routinely tested for mycoplasma contamination using the Venor Mycoplasma Detection Kit (Minerva Biolabs, Berlin, Germany).

### Tumour models

Syngeneic murine cell lines were either injected s.c. into the flank or into the *Musculus mylohyoideus* (orthotopic injection). Tumour cells (0.5 × 10^6^–2 × 10^6^) were applied in PBS using a 27-gauge syringe under anaesthesia. After s.c. injection, tumour volume was measured every other day in two dimensions and tumour volume was estimated according to the following formula

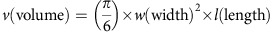

After orthotopic injection, weight of the mice was measured daily. Mice were killed after a weight loss of >20 % in accordance with animal welfare guidelines.

### Isolation of primary spleen cells and BM cells

For splenocyte and lymph node cell isolation, tissue was dissociated with a plunger. BM was collected from femurs by flushing the bone with a 23-gauge needle. Erythrocyte lysis in splenocyte and BM was performed by applying distilled water to the cell pellet for 20 s before readjusting osmolarity with 2 × PBS. Cell suspensions were passed through a 50 μm filter and cultured in RPMI-1640 (Thermo Fisher Scientific) supplemented with 10 % (v/v) heat-inactivated FCS, 100 IU ml^−1^ penicillin and 100 μg ml^−1^ streptomycin or in PBS.

T cells were isolated with the PanT cell isolation Kit (Miltenyi, Bergisch Gladbach, Germany) according to the manufacturer's instructions. Purity was >90 % in all experiments.

### Isolation of cells from tumour tissue

Tumour tissue was cut into 2–3 mm pieces in PBS, centrifuged at 300 *g* for 7 min and resuspended with 1 ml enzyme mix containing 0.2 mg ml^−1^ Collagenase D, 0.2 mg ml^−1^ Dispase 1 and 0.1 mg ml^−1^ DNase (all from Sigma-Aldrich). After 45 min incubation at 37 °C, the cells were passed through a 100 μm filter and kept in RPMI-1640, supplemented as described above, until analysis.

### Generation of BM chimeric mice

C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice were exposed to one dose (9.5–10.5 grey) total body irradiation, from a γ-beam ^60^Co source (Philips, Germany). Donor BM cells from C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice were isolated as described above. Recipient mice were injected intravenously with 5 × 10^6^ BM cells in 0.2 ml PBS 1 day after irradiation. BM from WT mice was injected into TLR-deficient mice and vice versa. Mice receiving BM of the same genotype served as control. To achieve haematopoietic reconstitution, mice were allowed to recover for 8 weeks until 0.5 × 10^6^ MOPC tumour cells were injected s.c. into the flank of the mice. Tumour growth was measured every other day for 1 month.

### Antibody-mediated depletion

αGr-1 antibody (RB6-8C5, BioXCell, West Lebanon, USA) was used to deplete Gr-1-positive cells by intraperitoneal injection of 200 μg antibody diluted in 0.9 % NaCl. Treatment started 3 days before tumour cell injection and was repeated every third day throughout the experiment. For depletion of CD8 or CD4 T cells, 100 μg antibody (CD8, 2.43, BioXCell and CD4, GK1.5, BioXCell) was used the same way with application intervals of 7 days. Control groups were treated with isotype antibody (rat IgG2a LTF-2, BioXCell) using the same regimen as applied for the specific antibody. Depletion was verified using peripheral blood from tail veins and flow cytometry.

### Cytokine analysis of cell culture SNs

Explanted tumour pieces with a mean weight of 12 mg were cultured at 20 mg ml^−1^ in medium for 48 h to generate tumour explant SNs. SNs were collected, centrifuged to remove cell debris and stored at −20 °C until analysis.

The murine cytokines IL-6 and IL-24 were detected using DuoSet ELISA Kits (R&D Systems, Wiesbaden, Germany) and mouse IFN-γ was detected using OptEIA Set ELISA Kit (BD Biosciences, Heidelberg, Germany) according to the manufacturer's protocol. Absorbance at 450 nm was measured with a Synergy II microplate reader (BioTek, Bad Friedrichshall, Germany).

### Flow cytometry

Cells were stained with fluorochrome-coupled antibodies in PBS supplemented with 5% murine serum and 10% FCS for 20 min at 4 °C. The following antibody conjugates and respective clones were used: CD11b-PE-Cy7 (clone 3A33, 2 μg ml^−1^, Abcam, Cambridge, UK), Ly6G-PerCP-Cy5.5 (clone 1A8, 2 μg ml^−1^, BioLegend, Fell, Germany), CD4-V450 (clone 2B11, 4 μg ml^−1^, BD Biosciences), CD4 (BV605, RM4-5, 0.25 μg ml^−1^, BioLegend), CD8 (AF700, 53-6.7, 1 μg ml^−1^, eBioscience), CD8-V500 (clone 53-6.7, 4 μg ml^−1^, BD Biosciences), CD3 (AF700, 17A2, 1 μg ml^−1^, eBioscience), CD107a (fluorescein isothiocyanate, 1D4B, 0.5 μg ml^−1^, BioLegend), CD43 (PerCP, 1B11, 0.25 μg ml^−1^, BioLegend), CD62L (BV510, Mel14, 0.25 μg ml^−1^ BioLegend), CD154 (PE, MR1, 0.25 μg ml^−1^, eBioscience), CD244.2 (APC, eBio244F4, 1 μg ml^−1^, eBioscience), LAG3 (PE, eBioC9B7W, 0.25 μg ml^−1^, eBioscience), PD-1 (PE, J43, 1 μg ml^−1^, eBioscience) and Tim-3 (PerCP, 215008, 1:100, R&D). Dead cells (Fixable Viability Dye eFluor 780 positive, eBioscience) and doublets were excluded from analyses. Intracellular staining of granzyme B (APC, GB12, 0.25 μg ml^−1^ Life Technologies), Eomes (PerCp-eF710, Dan11mag, 1 μg ml^−1^, eBioscience) and FoxP3 (PE, eFlour610 FJK-16s, 1 μg ml^−1^, eBioscience) was performed after fixation and permeabilization step with Foxp3 Fixation kit (Foxp3/Transcription Factor Fixation/Permeabilization Concentrate and Diluent, eBioscience) according to the manufacturer's protocol.

For intracellular cytokine staining, the lymph node cells and tumour cells were incubated with plate-bound anti-CD3 (145-2C11, 4 μg ml^−1^, BioLegend) and soluble anti-CD28 (37.51, 2 μg ml^−1^, BioLegend) for 4 h at 37 °C in the presence of brefeldin A (2 μg ml^−1^, Sigma-Aldrich). Cells were washed twice, incubated with anti-Fcγ 2/3 receptor (2.4G2, 1 μg ml^−1^, eBioscienc) to block Fc receptors and stained for surface markers. The cells were then washed and permeabilized using the Cytofix/Cytoperm intracellular staining kit (Becton Dickinson) and reacted with monoclonal antibodies specific for IL-2 (eF450, JES6-5H4, 0.5 μg ml^−1^, eBioscience), IFN-γ (fluorescein isothiocyanate, XMG1.2, 0.5 μg ml^−1^, eBioscience) and TNF-α (BV510, MP6-XT22, 1 μg ml^−1^, BioLegend). Isotype control antibodies were used at the same concentration as the specific antibodies.

Data were recorded at a FACS CantoII using DIVA 6.0 software (BD Biosciences) or on a LSR II (BD Biosciences) using FlowJo (Treestar).

### Gene expression microarray analysis

MOPC tumour cells (2 × 10^6^) were injected s.c. into C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice. After 6 days, tumours were dissected and immediately frozen in liquid nitrogen. Tumour tissue was mechanically minced and total RNA was isolated following the instructions of the RNeasy MINI Kit (Qiagen, Hilden, Germany). RNA concentration and purity were controlled using the micro cuvette G1.0 (Eppendorf, Wesseling-Berzdorf, Germany) and a BioPhotometer (Eppendorf). Two hundred and fifty nanograms of RNA was transcribed into complementary DNA using the 3′-IVT Expression Plus Kit (Affymetrix, High Wycombe, UK). cDNA was analysed using the Affymetrix Chip (MG-430_2.0) in the Biochip core facility of the Medical Faculty of the University Duisburg-Essen.

### Gene expression analysis by quantitative RT–PCR

For quantitative RT–PCR analysis, total RNA was isolated from tumour tissue using the RNeasy kit (Qiagen) and reverse transcribed with random-hexamer primer and Superscript II RT, according to the manufacturer's instructions (Thermo Fisher Scientific). Quantitative real-time PCR was conducted with Maxima SYBR Green quantitative PCR Master Mix (Thermo Fisher Scientific, Bonn, Germany)^53^. Primers are listed in Supplementary Table 1. Annealing temperature was 60 °C for all primers.

### Histology and immunohistochemistry of tumour tissue

Tumour tissue was frozen in optimal cutting temperature (OCT) embedding medium on liquid nitrogen and stored at −80 °C. Frozen sectioning was performed at 5 μm thickness. For morphological analysis, tumours were stained by haematoxylin–eosin. Colorimetric immunohistochemistry was performed after fixation of tissue with the Cytofix/Cytoperm Kit (BD Biosciences) and incubation with hydrogen peroxide (DAKO, Hamburg, Germany). Slices were incubated for 60 min at room temperature with the primary monoclonal antibody in a humid chamber. Subsequently, samples were incubated with secondary antibodies for 30 min and for 10 min with AEC Single Solution (Thermo Fisher Scientific). Nuclei were visualized by Shandon Instant Hematoxylin (Thermo Fisher Scientific)^28^. The following primary (rat-α-mouse) and secondary antibodies were used: rat αCD31 (clone MEC13.3, 1:1,000), rat αGR1 (clone RB6-8C5, 1:100), rat αCD4 (clone RM4-5, 1:500, all from BD Biosciences), rat αCD11b (clone M1/70.15, 1:1,000; Thermo Scientific), rat αCD8α (clone KT15, 1:500, AbD Serotec/Bio-Rad, Düsseldorf, Germany), rabbit αDesmin (ab15200, 1:600, Abcam), rabbit α-rat HRPO, goat α-rabbit HRPO (both 1:100, Dianova, Hamburg, Germany), donkey α-rabbit-Alexa594 (1:800) and goat α-rat-Alexa488 (1:200) (both from Thermo Fisher Scientific).

Double fluorescence staining of tumour tissue was performed after fixation with BD Cytofix/Cytoperm overnight at 4 °C with rat αCD31 (1:1,000) and rabbit αCaspase 3 (active) (1:100, R&D Systems), and rat αCD4 (1:500) or rat αCD8 (1:500) together with sheep αKi67/MKI67 (1:200, R&D Systems), followed by staining for 30 min at room temperature with the secondary reagents goat-α-rabbit Cy3, donkey-α-sheep Cy3 (both 1:400, Dianova) and goat-α-rat Alexa488 (1:200, Thermo Scientific). Nuclei were visualized by 4,6-diamidino-2-phenylindole staining (1:36,000, BioLegend). For verification of vascular maturation, desmin-positive vessels were quantified by manual counting of up to five fields per tumour, including 100 vessels in total, using the mean of three tumour sections per tumour (top, middle and base) of concordant distance^29^.

For quantification of tumour-infiltrating lymphocytes and vessels, images were taken using Axioskop 2 (Carl Zeiss, Jena, Germany) and AxioVision (Carl Zeiss) software as indicated in the experiment. Cells were quantified by manual counting of individual cells of four microscopic fields taken at × 200 magnification. Quantification was done by independent investigators in a blinded manner. Quantification of pericyte coverage was performed by manual counting of up to five fields per tumour, including 100 vessels in total, using the mean of three tumour section per tumour (top, middle and base) of concordant distance. Vessel analysis was performed by using the BX51 (Olympus, Hamburg, Germany) and corresponding Cell P Software. For representative pictures, images were processed in the same file simultaneously in Photoshop CS5 (Adobe Systems, San Jose, USA).

### Determination of cell death

Apoptosis of cultured cells was detected using AnnexinV:PE Apoptosis Detection Kit (BD Biosciences) via flow cytometry, according to the manufacturer's protocol. In frozen sections of tumour tissue, total amounts of apoptotic cells were quantified by APO-DIRECT TUNEL staining (BD Biosciences). 7-Aminoactinomycin D (7-AAD) (BD Biosciences) was used as nuclear staining. To determine the number of TUNEL-positive cells in relation to the whole tumour area, digital images taken at × 25 magnification were analysed using Image J software (NIH, Bethesda, USA).

### Tumour clearing and ultramicroscopy

MOPC^−eGFP^ cells (1 × 10^6^) were injected s.c. into WT and *Tlr3/7/9*^*−/−*^ mice. If vessel staining was required, 10 μg of the rat-α-mouse CD31 (clone MEC13.3, BioLegend) antibody coupled with Alexa Fluor 647 was injected retrobulbarly in each mouse (20 μg ml^−1^). Injection was carried out under anaesthesia by intraperitoneal application of ketamine and xylazine dose at 100 and 10 mg per kg body weight, respectively, and diluted in 0.9 % NaCl for injection of 10 μl per g body weight. Twenty minutes later, mice were killed and perfused by injection of 20 ml 5 mM EDTA/PBS (pH 7.2) into the left ventricle of the heart followed by 20 ml 4 % paraformaldehyde (PFA). Tumours were dissected and the 3DISCO protocol was used for clearing^54^. Briefly, tumours were incubated in tetrahydrofuran with increasing concentration (30, 50, 80, 100% (v/v)), for 30 min each. Subsequent incubation in dibenzyl ether was performed overnight. Vascularization of the tumours was analysed using the lightsheet illumination technique of the LaVision BioTec Ultramicroscope (Olympus). Data were analysed using the ImageJ and Imaris 8.0.2 Software (Imaris, Cologne, Germany).

### Adoptive transfer

Recipient WT and *Tlr3/7/9*^*−/−*^ mice were s.c injected with 1 × 10^6^ MOPC^−eGFP^ tumour cells 6 days before adoptive transfer. Donor mice were s.c. injected with 1 × 10^6^ MOPC^−eGFP^ tumour cells 10 days before harvesting of donor splenocytes. Splenocytes of WT and *Tlr3/7/9*^*−/−*^ donor mice were isolated and labelled with 1 μM CellTracker Deep Red Dye (Thermo Scientific). Labelled splenocytes (10 × 10^6^) were injected intravenously into recipient mice. One day later, tumours were dissected and cleared. Infiltration of transferred splenocytes was examined by generating 3D images using ultramicroscopy.

### Statistical analysis

Statistical significance was assessed with the Student's *t*-test for comparison of two groups or analysis of variance if more than two groups were compared. Number of mice per group is indicated for each experiment and individual mice are shown for most experiments. Sample size was determined based on previous preliminary data. No animals were excluded from analysis and no explicit method of randomization was used to assign animals to experimental groups. Results were considered significant at *P⩽0.05, **P⩽0.005 and ***P⩽0.0005. Hierarchical clustering of gene expression data was performed with R software (The R Foundation for Statistical Computing, Vienna, Austria).

### Data availability

Microarray data supporting the findings in this article were deposited in NCBI's Gene Expression Omnibus under the GEO Series accession code GSE92358. All other data generated or analysed during this study are included in this published article and its Supplementary Information files or available from the corresponding author upon reasonable request.

## Additional information

**How to cite this article:** Klein, J. C. *et al*. Combined toll-like receptor 3/7/9 deficiency on host cells results in T-cell-dependent control of tumour growth. *Nat. Commun.* **8,** 14600 doi: 10.1038/ncomms14600 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Table

Supplementary Movie 1 Vessel structure in cleared tumors of a WT mouse. Twelve- to sixteen-weeks old C57BL/6 WT mice were perfused and s.c. tumors were surgically removed ten days after injection of MOPC-eGFP tumor cells (green). Vessels were stained in vivo by injection of Alexa Fluor 647 coupled aCD31 antibody (red). Tumor tissue was cleared using the 3DISCO protocol and analyzed by light sheet microscopy. 3D movies were created using ImageJ and Imaris software. Video shows one representative example.

Supplementary Movie 2 Vessel structure in cleared tumors of a Tlr3/7/9-/- mouse. Twelve- to sixteen-weeks old Tlr3/7/9-/- WT mice were perfused and s.c. tumors were surgically removed ten days after injection of MOPC-eGFP tumor cells (green). Vessels were stained in vivo by injection of Alexa Fluor 647 coupled αCD31 antibody (red). Tumor tissue was cleared using the 3DISCO protocol and analyzed by light sheet microscopy. 3D movies were created using ImageJ and Imaris software. Video shows one representative example.

Peer Review File

## Figures and Tables

**Figure 1:**
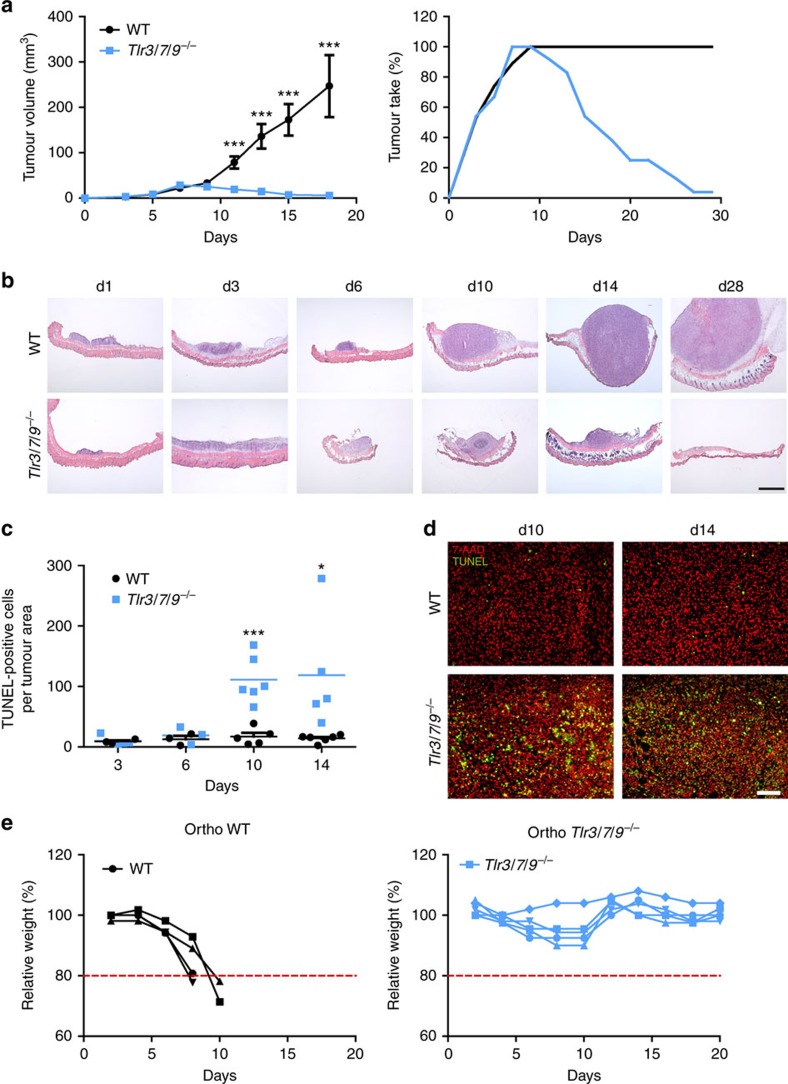
*Tlr3/7/9*^*−/−*^ mice reject MOPC tumours within 3 weeks through induction of cell death. (**a**) MOPC tumour cells (0.5 × 10^6^) were s.c. injected into the right flank of 8- to 16-week-old C57BL/6 WT (*n*=19) and *Tlr3/7/9*^*−/−*^ mice (*n*=24). Mean of tumour growth±s.e.m. and tumour take (percentage of mice with a palpable tumour) are shown. Three stars (***) indicate statistical difference *P*⩽0.0005 (*t*-test). (**b**) Frozen sections of s.c. tumours, dissected at different time points after tumour cell injection (day 1 to day 28), were stained by haematoxylin–eosin staining. One representative example for each time point is shown. Scale bar, 1,000 μm. (**c**) Quantification of dead cells in MOPC tumours was determined by calculating the area of TUNEL-positive cells in relation to the entire tumour area at day 3, day 6, day 10 and day 14 after tumour cell injection (*n*=3–6). Single values and mean (horizontal line) are shown. Results were considered significant at *P⩽0.05 and *** *P*⩽0.0005 (*t*-test). (**d**) Representative examples of the TUNEL staining at day 10 and day 14 of tumours of WT and *Tlr3/7/9*^*−/−*^ mice. Green: TUNEL, red: 7-AAD nuclear staining. Scale bar, 100 μm. (**e**) Tumour growth of 0.5 × 10^6^ MOPC cells after orthotopic (ortho) injection into the floor of the mouth in 8- to 12-week-old C57BL/6 WT (*n*=4) and in *Tlr3/7/9*^*−/−*^ mice (*n*=5). Relative weight of the mice is shown. Mice were killed if they lost 20 % of their initial weight, indicated by the dotted red line.

**Figure 2:**
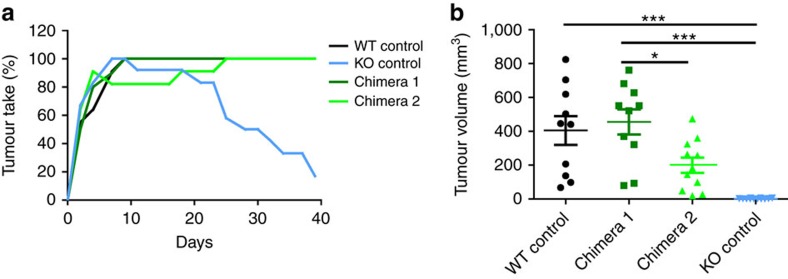
Haematopoietic and non-haematopoietic stromal components are required for tumour rejection. BM chimeras (8–14 weeks old) were generated via irradiation of recipient mice and subsequent BM transfer from donor mice 1 day later. WT mice received BM from *Tlr3/7/9*^*−/−*^ mice to generate chimera 1 (dark green). To generate chimera 2 (light green), *Tlr3/7/9*^*−/−*^ mice received WT BM. As a control, irradiated WT mice received WT BM (black) and *Tlr3/7/9*^*−/−*^ mice received TLR-deficient BM (blue) (*n*=10–12). Eight weeks later, MOPC cells were injected s.c. and tumour take (number of mice with palpable tumour) was recorded (**a**). Tumour volume 30 days after tumour injection of individual mice and mean (horizontal line)±s.e.m. are shown; *P*-value (analysis of variance) is indicated (**b**). Results were considered significant at *P⩽0.05 and *** *P*⩽0.0005.

**Figure 3:**
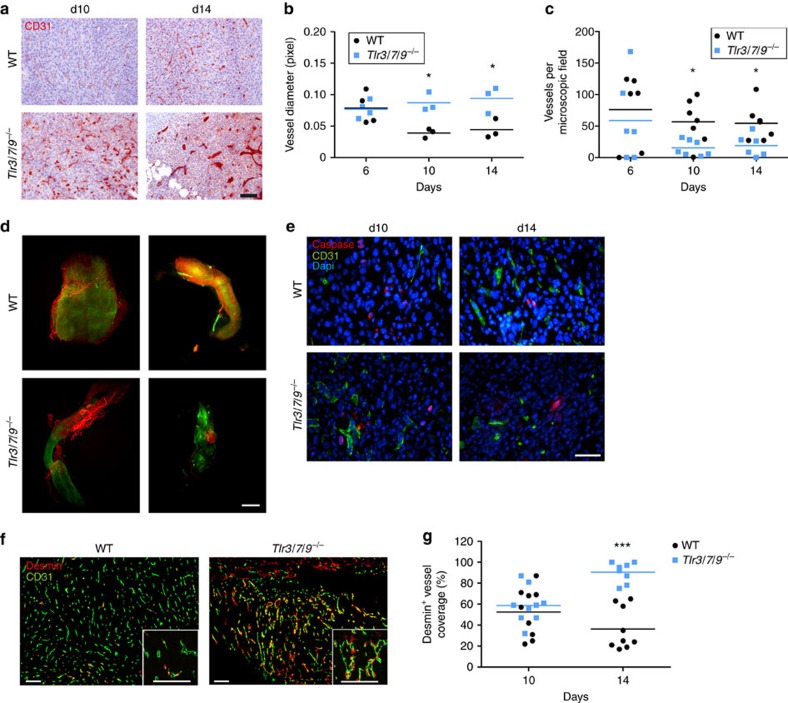
Increased vessel diameter and pericyte coverage in *Tlr*^−/−^ mice. (**a**–**c**) Frozen sections of s.c. tumours dissected at day 6, day 10 or 14 after injection were stained with αCD31 antibody, to assess the vascular system of tumours of 8- to 16-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice. (**a**) Representative examples of tumours at day 10 und day 14. Scale bar, 100 μm. (**b**) For analysis of vessel diameter, vessels were assessed manually in × 200 magnified images and diameter was quantified using ImageJ software (*n*=3). *P*-value (*t*-test) is indicated (*P⩽0.05). Single values and mean (horizontal line) are shown. (**c**) Quantification of vessel number was performed by manual observer assisted counting of four × 200 magnified randomly selected images per sample (*n*=6–7). Single values and mean (horizontal line) are shown. Results were considered significant at *P⩽0.05 (*t*-test). (**d**) Twelve- to 16-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice were perfused and s.c. tumours were surgically removed 10 days after injection of MOPC^−eGFP^ tumour cells (green). Before tumour removal, vessels were stained *in vivo* by injection of Alexa Fluor 647-coupled αCD31 antibody (red). Tumour tissue was cleared and analysed by light sheet microscopy. Three-dimensional images were created using ImageJ and Imaris software. Shown are two representative examples of tumours of WT and TLR-deficient mice. Scale bar, 600 μm. (**e**) Three-colour immunofluorescence of explanted tumours. A representative example of CD31 (vessels) and caspase 3 (cell death) of d10 and d14 tumour sections from 8- to 16-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice is shown. Dapi (4,6-diamidino-2-phenylindole; blue) was used to visualize nuclei. Scale bar, 50 μm. (**f**) Pericyte staining of vessels. A representative example of CD31 (vessels) and desmin (pericytes) of d14 tumour sections from 8- to 16-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice is shown. Dapi (blue) was used to visualize nuclei. Scale bars, 100 μm. (**g**) Desmin-positive vessels from *n*=3 mice at day 10 and day 14 were quantified by manual counting of up to five fields per tumour, including 100 vessels in total, using the mean of three tumour section per tumour (top, middle and base) of concordant distance. Single values and mean (horizontal line) are shown. Three stars (***) indicate statistical difference *P*⩽0.0005 (*t*-test).

**Figure 4:**
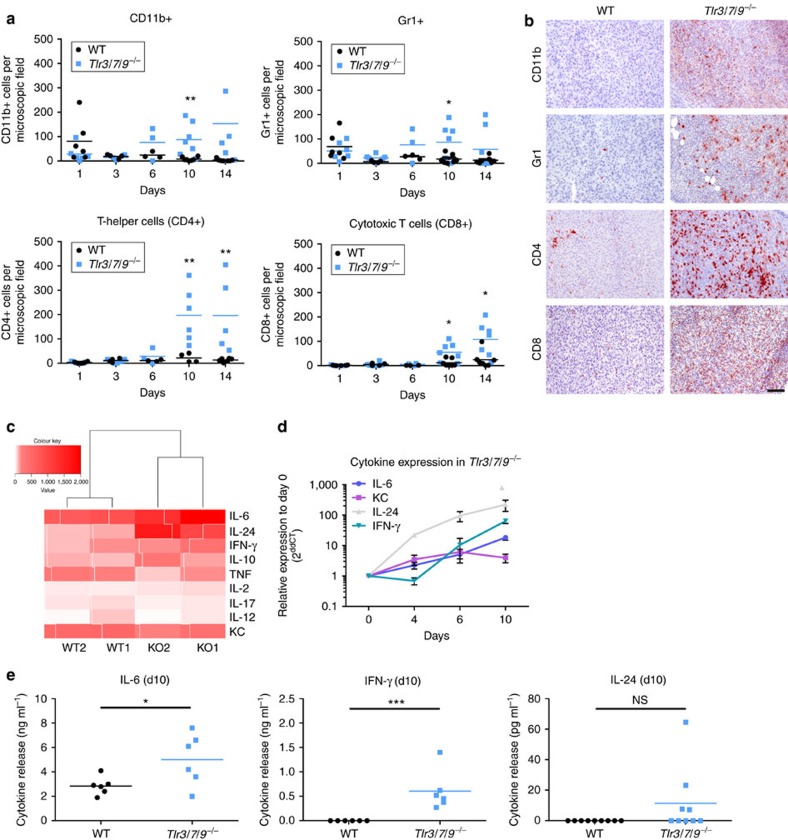
Immune cell recruitment and inflammatory tumour growth in *Tlr*^*−/−*^ mice. (**a**) Immunohistochemical staining of frozen tumour sections of 8- to 16-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ was performed to assess the frequency of tumour-infiltrating immune cells at different time points (day 1, day 3, day 6, day 10 and day 14). Quantification of the number of positive cells was performed by observer-assisted counting on four randomly selected × 200 magnified images per sample (*n*=3–7). Single values and mean (horizontal line) are shown. (**b**) Representative examples of immunohistochemical staining of tumours dissected 14 days after injection. Scale bar, 100 μm. (**c**) Hierarchical clustering of gene expression: 2 × 10^6^ MOPC tumour cells were injected s.c. into 8- to 16-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice, and tumours were dissected 6 days later. RNA was isolated and a microarray analysis was performed using an Affimetrix Chip (*n*=2). Signal intensity of different cytokines is shown as hierarchical clustering. Red indicates upregulation of gene expression; white indicates no gene regulation. (**d**) Gene expression of selected cytokines was analysed in a time course by quantitative PCR: day 0 (skin only), day 4, day 6 and day 10 (*n*=3 mice each). Mean±s.e.m. of relative expression to day 0 is shown for tumours of *Tlr3/7/9*^*−/−*^ mice. (**e**) Tumours were explanted at day 10 after s.c. tumour cell injection into 10-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^, and cultured for 2 days in medium (20 mg ml^−1^). Concentration of IL-6, IFN-γ (*n*=6) and IL-24 (*n*=9) in the SNs was analysed. Single values and mean (horizontal line) are shown. Results were considered significant at *P⩽0.05, **P⩽0.005 and ***P⩽0.0005 (*t*-test).

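The tumours of day 6 were clustered on the linear signals of 10 cytokine genes, with Euclidean distance and complete linkage, since the text names R for this step and no distance. WT replicate 2 and KO replicate 2 joined first, at a distance of 1943, KO replicate 1 joined them at 3313 and WT replicate 1 joined last, at 5191. The tree therefore did not part the genotypes. Cxcl1, with the highest signals of the 10, had 1383 and 3498 in the WT tumours and 6333 and 4483 in the KO tumours, and made up 99.0% of the squared distance between the WT tumours. On the log2 scale the WT tumours joined each other at 2.66 and the KO tumours at 2.71, and the genotypes were parted. The same held with the mean of all probe sets of a gene, at distances of 1400 and 1660. Without Cxcl1, a setting chosen after seeing the data, the WT tumours joined at 208 and the KO tumours at 1090. Distances between the genotypes were then 1562 to 1715. The paper's Cxcl1 (KC) values in Fig. 4c, read by eye, were about 200 to 530. The figure's tree therefore rests on other Cxcl1 values than the tree here. A tree of 4 tumours has no test.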

**Figure 5:**
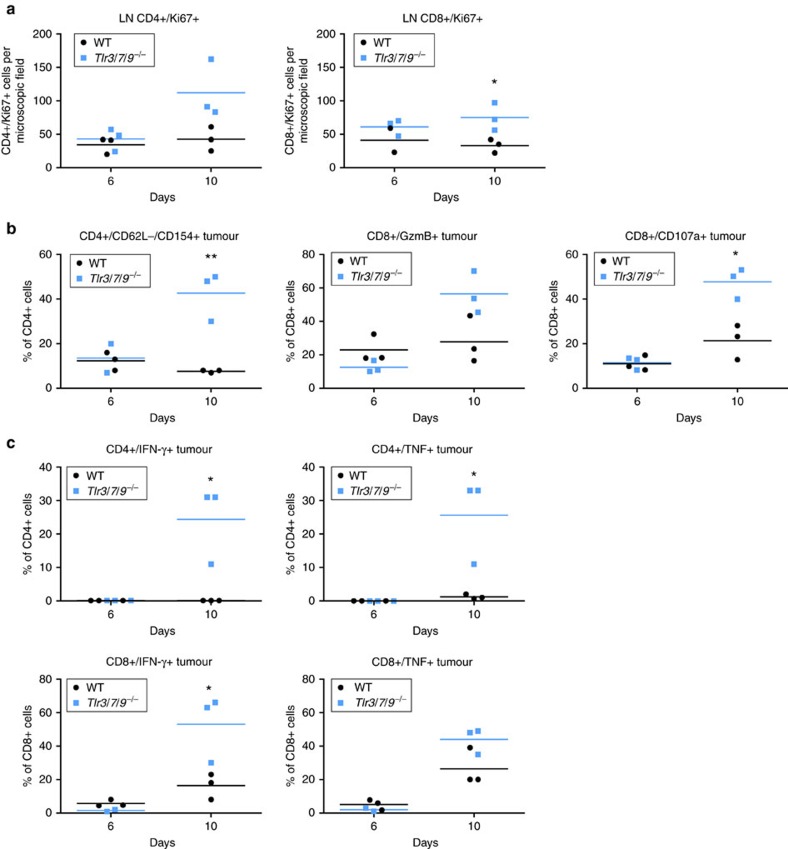
T-cell activation in lymph nodes and tumour. (**a**) Lymph nodes: number of proliferating cells within the tumour-draining lymph nodes (LNs) of 6- to 12-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice was assessed at day 6 and day 10 by immunofluorescence double staining of frozen sections using αCD4 and αKi67 antibodies. Quantification of positive cells was performed by observer-assisted counting on four randomly selected × 200 magnified images per sample (*n*=3). (**b**,**c**) Tumour: flow cytometric analysis of T-cell activation of tumour-infiltrating lymphocytes of 6- to 12-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice at day 6 and day 10. (**b**) Activation status of CD4^+^ cells was analysed by staining of CD62L^−^/CD154^+^ cells. Activated CD8^+^ cells are determined by showing Granzyme B^+^ (GzmB) and CD107a^+^ expression. (**c**) Cytokine production of tumour-infiltrating CD4^+^ and CD8^+^ cells was assessed after *ex vivo* stimulation with αCD3/CD28 antibodies and subsequent flow cytometry staining using αIFN-γ and αTNF-α antibodies. Single values and mean (horizontal line) are shown. Results were considered significant at *P⩽0.05 and ** *P*⩽0.005 (*t*-test).

**Figure 6:**
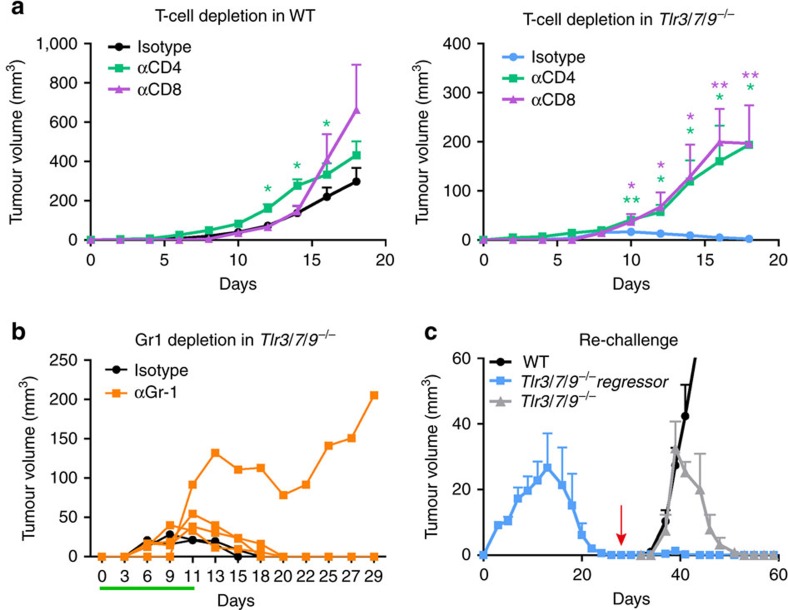
T-cell-dependent tumour rejection in *Tlr3/7/9*^*−/−*^ mice. (**a**) Depleting antibodies against CD4 and CD8 were injected into 12- to 17-week-old C57BL/6 WT and *Tlr3/7/9*^*−/−*^ mice. Control mice were treated with appropriate isotype. Tumour growth was measured every other day. Mean±s.e.m. of four to eight mice per group. Results were considered significant at *P⩽0.05 and **P⩽0.005 (*t*-test). (**b**) To deplete myeloid regulatory cells, treatment of 11- to 17-week-old C57BL/6 *Tlr3/7/9*^*−/−*^ mice with the αGr-1 antibody started before tumour cell injection and was continued throughout the whole experiment (*n*=4). The control group was treated with isotype antibodies (*n*=2). Depletion was monitored in the peripheral blood using flow cytometry and is indicated by the green line. One representative experiment out of two is shown. (**c**) Tumour cells (0.5 × 10^6^) were injected s.c. into the right flank of *Tlr3/7/9*^*−/−*^ mice (*Tlr3/7/9*^*−/−*^ regressor, blue). After tumour rejection (red arrow), the same mice were injected on the opposite flank with the same number of tumour cells. Naive *Tlr3/7/9*^*−/−*^ (grey) and C57BL/6 WT mice (black) were also injected and served as controls. At the time of rechallenge, mice were 24–26 weeks old. Tumour size was measured every other day. The mean tumour volume±s.e.m. of three to five mice per group is shown.

# Supplementary material for: Combined toll-like receptor 3/7/9 deficiency on host cells results in T-cell-dependent control of tumour growth
**Source:** Nat Commun. 2017 Mar 16;8:14600. doi: 10.1038/ncomms14600
**Supplement:** Supplementary Information — Supplementary Figures and Supplementary Table

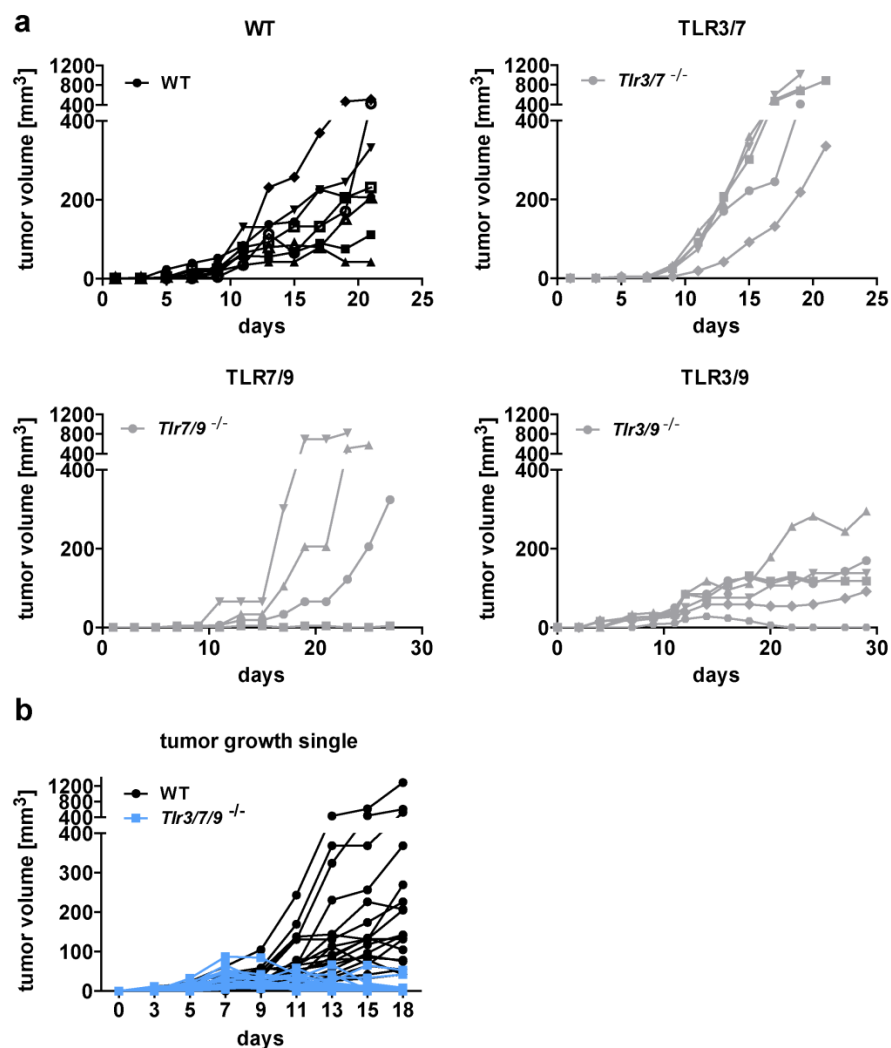

**Supplementary Figure 1. Tumor growth in WT double and triple *Tlr*-KO mice.**

**(a)** Tumor growth of MOPC tumors was additionally investigated in *Tlr* double KO mice.  $0.5 \times 10^6$  MOPC tumor cells were injected s.c. into seven- to fifteen-weeks old C57BL/6 WT (n=8), *Tlr3/7*<sup>-/-</sup> (n=5), *Tlr7/9*<sup>-/-</sup> (n=4) and *Tlr3/9*<sup>-/-</sup> mice (n=6) and tumor growth was measured every other day. Data for individual mice are shown. **(b)** Single MOPC tumor growth curves in eight- to sixteen-weeks old C57BL/6 WT (n=19) and *Tlr3/7/9*<sup>-/-</sup> mice (n=24).

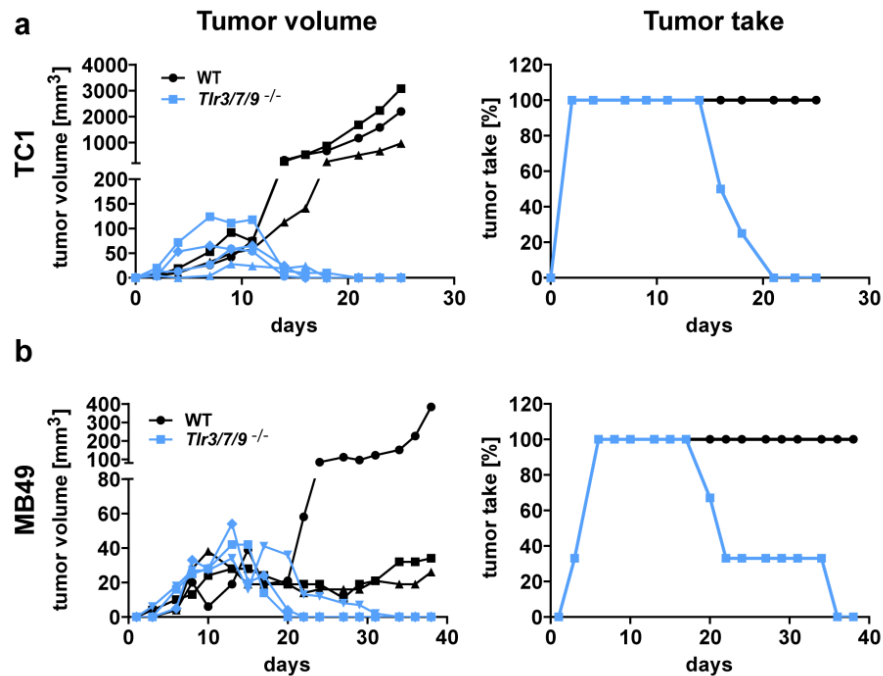

**Supplementary Figure 2. *Tlr3/7/9*<sup>-/-</sup> mice reject also other tumor cell types.**

Tumor growth of additional tumor cell lines was investigated in seven- to sixteen-weeks old C57BL/6 WT and *Tlr3/7/9*<sup>-/-</sup> mice.  $2 \times 10^6$  TC1 lung tumor cells (**a**) or  $0.5 \times 10^6$  MB49 bladder tumor cells (**b**) were injected s.c. into WT (n=3) and *Tlr3/7/9*<sup>-/-</sup> mice (n=3-4). Tumor growth was measured every other day. Left panels depict tumor volume curves for individual mice and right panels depict the percentage of mice with palpable tumors (= take rate) within the respective experimental groups.

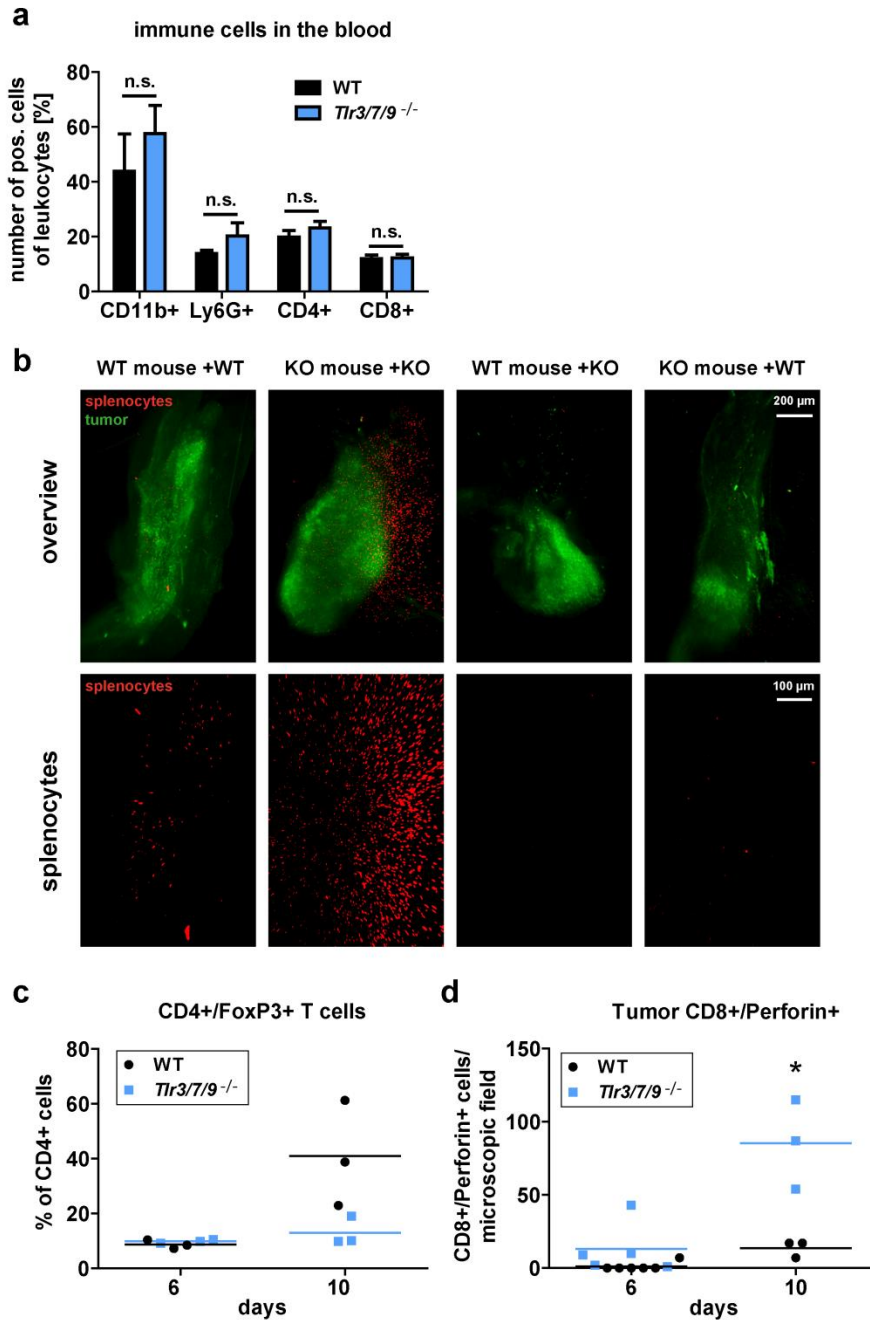

**Supplementary Figure 3. Supplementary immune cells analysis.**

(a) Flow cytometry of peripheral blood of day 10 tumor bearing eight- to sixteen-weeks old C57BL/6 WT and *Tlr3/7/9*<sup>-/-</sup> mice using  $\alpha$ CD11b,  $\alpha$ Ly6G,  $\alpha$ CD4 and  $\alpha$ CD8 antibodies. Number of cells was calculated in percent to total number of leukocytes. Mean of minimum of three mice + S.E.M is shown. P-value calculated by t-test. (b)  $1 \times 10^6$  green fluorescent MOPC-eGFP were injected into recipient mice. Splenocytes of ten- to twelve-weeks old C57BL/6 WT and *Tlr3/7/9*<sup>-/-</sup> tumor bearing donor mice were isolated, labeled with CellTracker™ Deep Red Dye and

adoptively transferred into recipient mice at a dose of  $1 \times 10^7$  labeled splenocytes per mouse. One day later tumors were dissected and chemically cleared. Infiltration of transferred splenocytes was investigated by generating 3D images using the light sheet technology and Imaris software. One out of two tumors per group is shown. **(c, d)** Quantification of tumor infiltrating regulatory T cells (c) and perforin-positive CD8 cells (d) in six- to twelve-weeks old C57BL/6 WT and *Tlr3/7/9*<sup>-/-</sup> mice at day 6 and day 10 by flow cytometry using  $\alpha$ CD4 and  $\alpha$ FoxP3 antibodies (c) or by immunohistochemistry using two-color immunofluorescence (d). Number of mice was a minimum of 3 and horizontal line shows the mean value. Results were considered significant at  $*p \leq 0.05$  (t test).

**Supplementary Table 1. PCR primer sequences.**

| Gene          | Direction | Primer sequence        |
|---------------|-----------|------------------------|
| IL-6          | forward   | GAGTGGCTAAGGACCAAGACC  |
|               | reverse   | AACGCACTAGGTTTGCCGA    |
| IL-8          | forward   | CCCCCATCCCCATTTCTTGAT  |
|               | reverse   | AGCCCATAGTGGAGTGGGATA  |
| IL-24         | forward   | ACCAGCGGTTTTTGCTGTTC   |
|               | reverse   | TCTGCATCCAGGTCAGGAGA   |
| IFN- $\gamma$ | forward   | ATTAGCCAAGACTGTGATTGCG |
|               | reverse   | CTGAGTTCAGTCAGCCGCTT   |

Cytokine gene expression in tumor tissues was quantitated by qRT-PCR using the indicated primer pairs.

How the deposited data were processed for this re-analysis (not part of the article)

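RNA of subcutaneous MOPC tumours from WT and Tlr3/7/9−/− (KO) mice was measured on Affymetrix mouse arrays, with 2 tumours of each genotype at day 6 and 2 of each at day 4, 8 arrays in all. Conditions and replicates came from the sample labels and, for day 6, from the paper. The paper's text reports the arrays of day 6. The paper gives 250 ng of RNA per array and the labels 200 ng.
The authors deposited 1 signal intensity per probe set, a linear value that combines the probes of a set. The submitters' processing notes name MAS5, and its version is not given in the sources used here. The 2% trimmed mean of the 45101 probe sets was 1000 on every array, so the authors' scaling is part of the values. The medians were 133.2 to 175.2 and the signals at the 40th percentile 76.1 to 103.1. The 3'/5' ratio was 0.804 to 0.817 for GAPDH and 1.09 to 1.17 for actin. Detection calls were not used here.
From the platform annotation, 34958 probe sets had 1 gene symbol, 932 had several and 9211 had none. Of the first, 34754 were matched by Entrez identifier to a table of the mouse assembly GRCm38.p6, which changed 0 symbols. No coordinates are printed, since no build is named for the arrays. Probe sets with several genes or none were not named. Each of 18194 genes was represented by its probe set with the highest mean log2 signal, and 12976 genes at or above the 40th percentile of all probe sets were tested. A cytokine below this limit was fitted with all genes.
Values were log2(signal + 16), fitted with limma 3.58.1 in R 4.3.3 as 4 groups over 8 arrays, with 4 residual degrees of freedom, and moderated with a trend on the mean signal. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Comparisons were KO against WT at each day and over both days, day 6 against day 4 in each genotype, and the difference between the KO effects at the 2 days. Of 45 gene lists written beforehand, 44 with at least 3 tested genes entered camera with a preset correlation of 0.01. Camera with an estimated correlation and fry were alternatives. The labels do not say what a replicate number shares, so the fit had no replicate block. The genes named are those the paper names, for each comparison the 10 highest and 10 lowest fold changes among the genes called whose groups do not overlap, filled up with the genes of smallest p where fewer were called, the 4 members of a list that passed with the largest fold change in its direction, and at most 2 members of other lists. The cytokine directions of Fig. 4c had been seen when this rule was written. Acta1 falls outside the rule and was chosen after its values were seen. Sex-linked genes were among the lists, and clock genes were chosen after their values were seen.
The fit was tested on simulated data for KO against WT at day 6, with 200 of 12976 genes changed in each of 20 simulations and independent genes. It recovered 51.1% of genes changed by a log2 of 1, 86.4% of those changed by 2, 96.3% at 3 and 99.2% at 4. A planted list, with a shift of 0.8, was found in 20 of 20 simulations of these independent genes. These rates hold for 200 changed genes and need not hold for the real comparison, which called 2 genes. There Il24 at 3.27 and Tlr7 at −3.26 did not pass (adjusted p = 0.171 and 0.704 from limma). A gene that did not pass is therefore not shown to be unchanged.
Alternatives were quantile normalization, centring on the median, pseudocounts of 1 and 64, a floor at the 20th percentile, no filter and a filter at the 60th percentile, the mean of all probe sets of a gene, a fit to the compared groups alone, no trend, the replicate number as a block, leaving out each array, and the t-test that the methods name. The tree was also built on the log2 scale, on all tested genes, with average linkage and with 1 minus the Pearson correlation.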

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

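The tests of explanations below, splits of the arrays included, were chosen only after the results were seen.
The first pattern is Il24, whose KO effect was larger at day 6 than at day 4 by 2.85 on the log2 scale (standard error 0.59), with adjusted p = 0.995 from limma over all genes and 0.0117 adjusted over the list alone of 10 cytokines. Skin or muscle tissue in the sample is argued against for KO day 6 replicate 1, where Il24 lay 2.76 above the higher WT tumour on the log2 scale while the cornified skin list lay at −0.48 and the muscle list at −1.49, against −0.45 and −0.65 and against −1.71 and −1.56 in the WT tumours. For KO day 6 replicate 2, neither muscle tissue nor skin tissue can be told apart from genotype. The 1 array with a higher muscle list (4.19 against 2.75) was WT day 4 replicate 2, of another genotype and day. Its Il24 signal differed from the higher WT tumour of day 6 by −1.14 on the log2 scale. KO day 4 replicate 2, of the KO genotype and with a smaller rise of the muscle list (1.24), had an Il24 signal of 114.7. The WT tumours of day 6 had 133.8 and 103.7. These comparisons were chosen after the values were seen, and arrays of another day do not exclude muscle tissue. The cornified skin list of KO day 6 replicate 2 lay 2.75 above the higher WT tumour, and no other tumour held as much skin. The authors' scaling is argued against by a log2 fold change of 3.20 after quantile normalization. Host sex and the hour of the day cannot be told apart from the day in this difference of KO effects. Xist signals were 5579.1 to 7121 in the tumours of day 6 and 44.6 to 142.1 in those of day 4. The 10 cytokines are those of Fig. 4c, which shows these tumours of day 6, so 0.0117 is not independent evidence. The biological explanation that the design gives, an effect of the host genotype on the tumour, stays open as a hypothesis.
The second pattern is a group of genes outside those the paper discusses that differed between KO and WT tumours over both days, Hal (log2 fold change 5.51), Tmem87a (3.17), Rbm45 (1.08) and Cd209a (−3.43), with adjusted p = 0.000487, 0.0123, 0.0236 and 0.00787 from limma. These were the 4 genes called, and the count was 1 without WT day 6 replicate 1 or 2 or KO day 4 replicate 1 or 2, 58 without WT day 4 replicate 1, 9 without WT day 4 replicate 2 and 18 without KO day 6 replicate 1, while Hal was called whichever array was left out, but not by the methods' t-test after Benjamini-Hochberg (adjusted p = 0.401) and not with the 60th percentile filter, which removes it. Sequence of another strain beside the Tlr alleles is argued against for Hal, Tmem87a and Rbm45. Of these 3 genes, 0 lie on a chromosome of Tlr3, Tlr7 or Tlr9. For Cd209a, which shares a chromosome with 1 of these loci, such sequence cannot be told apart from an effect of genotype. Of the loci, 0 lie within 20 Mb of Cd209a. Sequence of another strain elsewhere in the genome was not tested and stays open for all 4 genes. Fewer dendritic cells in the tumour sample are argued against as the whole change of Cd209a by the other 15 genes of that list, with a median of −0.37 (interquartile range 0.41), while a loss of cells that carry Cd209a, a variant under a probe set and an effect of genotype stay open and untested. The share of the 35 splits of the arrays into 4 against 4 alone does not exclude chance, since a fit of 2 groups called 2 genes for the genotypes and 2 splits called as many, but the other of them is day 6 against day 4, whose 3041 genes point to a structure of the samples, and the highest of the remaining splits called 0, while the 18 splits within days are too few for a share under 0.05 (1 split, the genotypes, with 4 genes, and 0 in the highest other).
The third pattern is the difference between day 6 and day 4, in data the paper's text does not report, with 756 genes called in WT and 809 in KO tumours. Leaving out 1 array moved the WT count to 4 (WT day 6 replicate 1), 32 (either KO array of day 4), 358 (WT day 4 replicate 1), 470 and 487 (KO day 6 replicate 1 and 2), and the KO count to 3 and 5 (KO day 4 replicate 1 and 2), 159 and 148 (KO day 6 replicate 1 and 2) and 1338 and 1368 (WT day 4 replicate 1 and 2). The authors' scaling is argued against as the whole cause by 692 of the WT genes, which were also called after quantile normalization. Xist, the RNA of the inactive X chromosome, was higher at day 6 by 5.57 in WT and 6.45 in KO tumours on the log2 scale and Eif2s3y of the Y chromosome had −4.76 and −5.02, so day and sex of the hosts cannot be told apart, since every array of a day has the same sex. Tumours taken at another hour of the day cannot be told apart from the day either, since the clock genes, of which 11 of 12 other than Dbp moved in both genotypes as in a shifted clock, were chosen after their values were seen, and a biological change with tumour age stays open.
Other results are given as values. At day 4, 2 genes were called between KO and WT tumours, Hal (6.56) and Serpina3n (−1.95), a protease inhibitor, and the count was 0 without either KO array of day 4, 1 without either WT array of day 6 and 11 without WT day 4 replicate 1, while Serpina3n was not called without WT day 4 replicate 2 (adjusted p = 0.104 from limma). The cell cycle list had a median log2 fold change of 0.61 in KO tumours at day 4, and 0.36 without WT day 4 replicate 1. These lists passed camera at both days in opposite directions and for the difference between the days, but only the IFN-γ response did so at both days whichever array was left out. At day 6 and at day 4, 0 lists passed camera with an estimated correlation (smallest adjusted p = 0.482 and 0.429). The difference is given here as the median of day 6 minus day 4: the IFN-γ response 1.15, the type I interferon response 0.89, MHC class I and antigen processing 0.54, cytosolic nucleic acid sensors 0.57, neutrophils 0.98, endothelial cells −0.58 and skeletal muscle 3.49. At day 6, without KO day 6 replicate 1 the type I interferon list had −0.27 and still passed (camera, adjusted p = 0.0145), in the direction of day 4, the MHC class I list had −0.02 and did not pass, and neither did the sensors (0.08) or the neutrophils (0.31). Without KO day 6 replicate 2 the muscle list had −0.22 and the endothelial list −0.05, without WT day 6 replicate 1 the endothelial list had 0.06, and without WT day 6 replicate 2 the MHC class I list had 0.16 and the neutrophils 0.33, and none of these passed. At day 4, without WT day 4 replicate 2 the muscle list had 1.58 and passed (camera, adjusted p = 0.0140), while the MHC class I list (−0.15) and the sensors (−0.12) did not pass. Without KO day 4 replicate 1 the muscle list had 0.20 and the neutrophils −0.03, without WT day 4 replicate 1 the neutrophils had −0.03 and without KO day 4 replicate 2 the sensors had −0.09, and none of these passed. The neutrophil list lost its call under 9 of 21 alternatives at day 4, among them quantile normalization, no filter, the 60th percentile filter, the mean of all probe sets and no trend, and under 6 of 21 at day 6, among them median centring and the 60th percentile filter. The endothelial list at day 6 lost it also with quantile normalization, the mean of all probe sets and no trend, the MHC class I list at day 6 with the mean of all probe sets and the muscle list at day 4 with the 60th percentile filter. With an estimated correlation 0 of the 44 lists passed for this difference (smallest adjusted p = 0.424 with an estimated correlation). The neutrophil list did not pass without WT day 4 replicate 1 (0.24) and had 1.499 without WT day 4 replicate 2 and 0.34 without KO day 4 replicate 1. The muscle list did not pass without KO day 6 replicate 2 (0.85) or WT day 4 replicate 2 (0.27), and had 5.53 without KO day 6 replicate 1, 6.28 without WT day 4 replicate 1 and 1.69 without KO day 4 replicate 1. The IFN-γ list had 0.63 without KO day 6 replicate 1 and 1.77 without replicate 2, the type I list 0.41 without KO day 6 replicate 1, and the endothelial list −0.34 without WT day 6 replicate 1. The MHC class I list had 0.20 and 0.82 without KO day 6 replicate 1 and 2, 0.31 without WT day 6 replicate 2 and 0.27 without WT day 4 replicate 2.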

How the results depend on the processing

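Every alternative here was fixed in advance, except the tree without Cxcl1. Of 2393 alternative values of 115 single genes and lists, 2126 kept the direction and side of the threshold, 220 lost the call, 24 gained one and 23 reversed. A gene that a filter removes entered this count with its value from the fit with all genes, so Hal and Cd209a count as kept under the 60th percentile filter. Of 334 alternatives of 18 leading results, 243 were scored as the same, 88 as moved and 3 as stronger. The leading results include counts of genes and lists and the tree, which have no direction or threshold. Where no cause is named, the cause was not tested. A left-out array leaves 1 array in its group, which is assumed to vary like the others. A fit to the compared groups alone does not apply where all 4 groups enter, nor the t-test to the difference between days.
For KO against WT at day 6 (2 genes), a pseudocount of 1, the 60th percentile filter, a fit to the compared groups alone and no trend each called 0, the replicate block 1, and the methods' t-test 760 unadjusted and 0 after Benjamini-Hochberg. Leaving out an array gave 0 to 26. At day 4 (2 genes) the 60th percentile filter, the compared groups alone, no trend and the replicate block each called 1, the t-test 815 and 0, and leaving out an array 0 to 11. Over both days (4 genes) the 60th percentile filter called 2, no trend 1, the replicate block 3, the t-test 484 and 0, and leaving out an array 1 to 58. The 60th percentile filter removes Hal and Cd209a by construction. For the difference between days (0 genes in limma, 568 at an unadjusted p under 0.05), leaving out an array gave 0 to 9.
For day 6 against day 4 in WT (756 genes), median centring called 1784, the mean of all probe sets 473, the compared groups alone 11, no trend 9, the replicate block 57, the t-test 1399 and 0, and leaving out an array 4 to 890. In KO (809 genes) the values were 1342, 398, 1747, 74, 98, 2627 and 1, with 523 for no filter and 3 to 1368 for leaving out an array. Median centring moved the median of all genes by 0.18 in WT and 0.17 in KO, and the share of higher calls from 71.4% to 91.0% in WT and from 59.6% to 84.3% in KO.
Camera with an estimated correlation passed 0 lists in every comparison, with 4 residual degrees of freedom. Among these was the IFN-γ response from day 4 to day 6 in KO tumours (adjusted p = 0.731). There 23 of 24 genes were called singly. Failing this variant is therefore not evidence that a list is unchanged. Fry passed 1 of the lists at day 6 (22 by camera), 1 at day 4 (18), 0 for the difference (21), 0 for WT between days (8) and 2 for KO (12). For WT between days, median centring passed 15, the compared groups alone 14, the replicate block 13 and leaving out an array 8 to 16. For KO, no filter passed 19 and leaving out an array 11 to 19.
Il24 kept 3.27 and was called without either WT array of day 4 and by the methods' t-test without adjustment, with 2.92 to 3.62 when an array was left out. The t-test called 1 other cytokine. The tree parted the genotypes (1 for yes) on the log2 scale, with the mean of all probe sets and without Cxcl1, and 0 otherwise. Leaving out an array gave, at day 6, −0.23 to 0.23 for Gzmb, −1.59 to 0.46 for Il12a, −0.25 to 0.76 for Il17a, −0.11 to 4.10 for Krt10, and for list medians −0.0293 to 0.57 for cell cycle, −0.0891 to 2.83 for cornified skin, −0.0574 to 0.60 for keratinocytes, −0.22 to 4.32 for skeletal muscle, −0.27 to 0.62 for type I interferon, −0.0235 to 0.55 for MHC class I, −0.40 to 0.0577 for endothelial cells and −0.39 to 0.20 for T cells, and at day 4 −0.19 to 1.02 for Il24, −0.21 to 0.25 for Il6 and −3.98 to 1.58 for the median of skeletal muscle. The T cell median was −0.0038 with a pseudocount of 64 and −0.05 with no filter.
Replicate numbers had no stated meaning. Deviations of equally numbered arrays correlated at 0.27, −0.12, 0.25, −0.03, 0.21 and −0.03 over the 6 pairs of groups. Signals near background limit low genes such as Ifng, Il2 and Il12a.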

Differences from the paper's values

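Cxcl1 (KC) differed from Fig. 4c. Its deposited signal was 3498 in WT day 6 replicate 2, where the paper's value is about 480 in Fig. 4c, read by eye. It was 6333 in KO day 6 replicate 1, where the paper's is about 420, and 4483 in KO day 6 replicate 2, where the paper's is about 200. In WT day 6 replicate 1 it was 1383, where the paper's is about 530, so each of the 4 values was over 1.5 times the paper's. The mean of all probe sets of the gene, quantile normalization and median centring, all set before the data were examined, left each of them over 1.5 times the paper's, and the other settings do not change a signal. The row for KC in the figure is paler in the KO tumours, and the mean deposited signal was higher in KO on each of the 3 Cxcl1 probe sets. On the probe set with the lowest signals at day 6, KO replicate 2 (1728.8) lay below WT replicate 2 (1829.9). The 19 values read for Il6, Il24, Ifng, Il10 and Tnf lay within 1.13 times the deposited signals.
The figure shows IL-17 darkest in WT replicate 1. The deposited Il17a signal was highest in KO replicate 1, at 169.4, against 113.7 in WT replicate 1. The figure's tree joins the tumours of a genotype. The tree of the 10 cytokine signals here did not, but its Cxcl1 signals differ from the figure's, as given above. It did on the log2 scale and with the mean of all probe sets of a gene. It also did without Cxcl1, which was chosen after seeing the values. Tumours of a genotype then lay 208 and 1090 apart, and tumours of different genotypes 1562 to 1715. The mismatch of the trees therefore does not show that the paper's clustering fails on its own values.
From a pilot experiment the paper proposes an induction of IL-6, IL-24 and IFN-γ in KO tumours. The paper then followed these candidates by quantitative PCR over time and on the protein level in tumour explants. It reports release of IL-6 and IFN-γ, while induction of IL-24 seemed limited to RNA. Its methods name a general t-test and state no threshold for the arrays in particular. The log2 fold changes here were 1.09, 3.27 and 0.88, all positive, and 0 of the 3 passed limma's test over all genes. Il24 passed without WT day 4 replicate 1 (adjusted p = 0.0177) or replicate 2 (adjusted p = 0.0170) and by the methods' t-test without adjustment, and Il24 and Il6 passed when adjusted over the list alone.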

Other observations

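No test in this part was chosen after its result was seen. At day 4, KO tumours had higher cell cycle genes and lower interferon and macrophage genes, while Il24 and Il6 had log2 fold changes of 0.42 and 0.02. The difference of their KO effects between the days did not pass over all genes (adjusted p = 0.995 from limma for both). Adjusted over the list alone of 10 cytokines, Il24 passed (0.0117) and Il6 did not (0.0762). No order in time is drawn from these values. Every array of a day has the same host sex, so day and sex are not separated here. All 33 tested cell cycle genes had a positive log2 fold change. Their median was 0.61 (camera, adjusted p = 6.75e-20, adjusted p = 0.538 with an estimated correlation). None passed limma over all genes, where 922 had an unadjusted p under 0.05, and 14 were higher when adjusted over the list alone, among them Mcm5 (1.13), a part of the replicative helicase, and Tk1 (1.01), thymidine kinase. Of 31 type I interferon response genes, 29 were negative, with a median of −0.58 (camera, adjusted p = 8.31e-14, adjusted p = 0.538 with an estimated correlation), and 4 were lower when adjusted over the list alone, among them the antiviral genes Rsad2 (−1.72), Ifit1 (−1.62) and Ifit3 (−1.30). Complement genes had a median of −0.60 and macrophage genes −0.50 (camera, adjusted p = 2.40e-12 and 4.69e-09, adjusted p = 0.429 with an estimated correlation for both), with C1ra at −1.15, Cfb at −1.13 and C1qc at −0.86. Endothelial genes had a median of 0.42 (camera, adjusted p = 4.56e-08, adjusted p = 0.538 with an estimated correlation), with Cdh5 at 0.79 and Cldn5 at 0.76. The IFN-γ response had −0.42 and the cytotoxic list −0.42 (camera, adjusted p = 2.57e-05 and 0.000263, adjusted p = 0.637 and 0.578 with an estimated correlation), and the latter did not pass without WT day 4 replicate 2 (adjusted p = 0.257, with 2.45e-06 to 0.578 over its alternatives). Without WT day 4 replicate 1 Mcm5 had 0.56 and Tk1 0.64, and C1qc had −1.24 and passed limma over all genes (adjusted p = 0.0105). Without WT day 4 replicate 2 Mcm5 had 1.71 and C1qc −0.48, and without KO day 4 replicate 1 Cdh5 had 0.43. Without WT day 4 replicate 1 the medians were 0.36 for cell cycle, −0.76 for macrophages and −0.67 for the IFN-γ response, and without replicate 2 −0.32 for macrophages. WT day 4 replicate 2 and KO day 4 replicate 2 held muscle transcripts, with Acta1 signals of 34992 and 9824 against 423.0 and 652.8 in the other tumours of day 4.
From day 4 to day 6 the IFN-γ response rose in both genotypes, with a median of 1.12 in WT and 2.32 in KO tumours (camera, adjusted p = 1.01e-09 and 2.47e-22, adjusted p = 0.888 and 0.731 with an estimated correlation). Over all genes, 5 of 24 genes were called in WT and 23 in KO tumours, and 21 and 24 when adjusted over the list alone. Median centring called 17 in WT and 23 in KO tumours, and the replicate block 1 and 15. No trend called 0 and 7, and the compared groups alone 0 and 23. Over all genes, 0 of the list were called in KO tumours without either KO array of day 4, and 15 without KO day 6 replicate 1. In WT tumours 0 were called without WT day 6 replicate 1 or either KO array of day 4, 1 without WT day 4 replicate 1, 3 without WT day 6 replicate 2, and 9 and 10 without KO day 6 replicate 1 and 2. Gzmb, which encodes granzyme B, rose by 2.40 in WT and 3.54 in KO tumours (adjusted p = 0.0132 and 0.00206 from limma). Il24 and Il6 rose by 3.23 and 1.59 in KO tumours (adjusted p = 0.0132 and 0.0227 from limma), and had 0.37 and 0.52 in WT tumours. Without either KO array of day 4, Il24 and Il6 did not pass in KO tumours, nor did Il24 without KO day 6 replicate 2, Il6 without KO day 6 replicate 1 or Gzmb in WT tumours without WT day 6 replicate 1 (0.0569, 0.0773 and 0.0955 as adjusted p from limma). The median of the cell cycle list rose by 1.32 in WT and 0.96 in KO tumours (camera, adjusted p = 5.43e-23 and 9.85e-17). The median of the hypoxia list fell by 1.09 and 0.77 (camera, adjusted p = 8.54e-08 and 0.000303). Each list had adjusted p = 0.888 in WT and 0.731 in KO with an estimated correlation. These medians do not mean that every gene passed singly. Mki67, the gene of Ki67, had 1.28 in WT and 1.19 in KO tumours (adjusted p = 0.0433 and 0.0518 from limma). The hypoxia median in WT was −0.50 without WT day 6 replicate 1 and −1.64 without replicate 2. Of the genes called in both genotypes, 229 were higher and 111 lower in both and 0 were opposite, where independent lists give 20.1 and 5.44. These counts rest on single arrays, with 3 higher and 1 lower in both without WT day 6 replicate 1, 3 and 0 without KO day 4 replicate 1, 3 and 1 without KO day 4 replicate 2, 37 and 35 without KO day 6 replicate 1, 37 and 29 without KO day 6 replicate 2 and 142 and 105 without WT day 4 replicate 1, and up to 3 opposite, without WT day 4 replicate 2. The shared counts also depended on the processing. Median centring gave 770 higher and 81 lower in both, with 1 opposite, and the replicate block 16 and 15. The compared groups alone gave 6 and 4, and no trend 4 and 4. Sex-linked genes differed between the days in both genotypes too.
The KO effects of the 12976 genes correlated between the days with Pearson r = 0.136 and Spearman rho = 0.160 across genes, which are not independent replicates. Of 9 labellings within the days, the real one included, 4 gave an r at least as large in size as the real one, up to 0.292 in size. None of the 4 genes called over both days lay within 10 Mb of Tlr3, Tlr7 or Tlr9 (Fisher's exact test, p = 1). With 4 called genes, and 258 of 12953 located genes near these loci, this test cannot decide. Of the 258 genes, 18 had an unadjusted p under 0.05 in limma, or 6.98% against 8.70% elsewhere (Fisher's exact test, p = 0.372).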
